# Simulated Microgravity and 3D Culture Enhance Induction, Viability, Proliferation and Differentiation of Cardiac Progenitors from Human Pluripotent Stem Cells

**DOI:** 10.1038/srep30956

**Published:** 2016-08-05

**Authors:** Rajneesh Jha, Qingling Wu, Monalisa Singh, Marcela K. Preininger, Pengcheng Han, Gouliang Ding, Hee Cheol Cho, Hanjoong Jo, Kevin O. Maher, Mary B. Wagner, Chunhui Xu

## Abstract

Efficient generation of cardiomyocytes from human pluripotent stem cells is critical for their regenerative applications. Microgravity and 3D culture can profoundly modulate cell proliferation and survival. Here, we engineered microscale progenitor cardiac spheres from human pluripotent stem cells and exposed the spheres to simulated microgravity using a random positioning machine for 3 days during their differentiation to cardiomyocytes. This process resulted in the production of highly enriched cardiomyocytes (99% purity) with high viability (90%) and expected functional properties, with a 1.5 to 4-fold higher yield of cardiomyocytes from each undifferentiated stem cell as compared with 3D-standard gravity culture. Increased induction, proliferation and viability of cardiac progenitors as well as up-regulation of genes associated with proliferation and survival at the early stage of differentiation were observed in the 3D culture under simulated microgravity. Therefore, a combination of 3D culture and simulated microgravity can be used to efficiently generate highly enriched cardiomyocytes.

Heart disease is a major health concern, claiming more lives each year than any other diseases^1^. Cardiomyocytes (CMs) derived from human pluripotent stem cells (hPSCs) could provide an unlimited supply of cells to replenish the lost cardiac muscle. In preclinical studies, hPSC-CMs and hPSC-cardiac progenitors have been found to prevent progression of heart failure in animal models^2^,^3^,^4^,^5^,^6^,^7^,^8^,^9^. It is estimated that ~10^9^ CMs are needed to repair a failing human heart, and graft survival is challenging—for example, in over 90% of transplanted hPSC-CMs die even with pro-survival pretreatment in a nonhuman primate model^10^. Therefore, to fully realize the potentials of hPSCs, efficient and robust generation of large quantities of CMs is critical. CM differentiation requires specific induction of the transition from stem cells to cardiac progenitors with growth factors^2^,^11^, small molecules^12^,^13^, signals from endodermal environment^14^,^15^ and matrix proteins^16^. It is also conceivable that promoting proliferation of cardiac progenitors and increasing cell viability during *in vitro* differentiation could increase the CM yield and improve graft survival.

3D culture and microgravity, a condition in which objects appear to be weightless, can profoundly modulate cell proliferation and survival. 3D culture allows cells to self-organize by aggregation and facilitate spatially unrestricted interactions between cells and their surroundings, circumventing the disadvantages of 2D culture that limit cell-cell signaling and restrict cell growth in an artificial environment^17^. Consequently, incorporating 3D culture during the transition from cardiac progenitors to CMs may facilitate the proliferation and survival of cardiac progenitors. In addition, 3D culture has advantages for scale up production of hPSCs and their derivatives^18^,^19^,^20^. Microgravity is also known to modulate cell proliferation and survival^21^. For example, simulated microgravity potentiates the proliferation of bone marrow-derived human mesenchymal stem cells^22^ and adipose-derived stem cells^23^. Bioreactors have been designed to simulate aspects of microgravity and weightless environment during spaceflight and have been utilized to culture many cell types including stem cells, osteoblasts and cancer cells^24^,^25^,^26^. In these systems, cells can form complex multicellular aggregates or organoids and can be maintained for days and months in a gentle, low-shear and low-turbulence environment with sufficient oxygenation and effective mass transfer of nutrient and waste.

In this study, we have examined whether 3D tissue engineering of cardiac progenitors in combination with simulated microgravity could improve the efficiency of CM generation from hPSCs. We generated cardiac progenitors from hPSCs, engineered them into multicellular 3D progenitor cardiac spheres through controlled aggregation, and then examined the impact of 3D culture and simulated microgravity on CM purity, viability and yield. In addition, we analyzed CM induction, proliferation, cell survival and molecular changes in early-stage cardiac cells in an effort to gain possible mechanistic insights of the effect of 3D culture and simulated microgravity on differentiation.

## Results

### Suspension culture of progenitor cardiac spheres and simulated microgravity increase cell viability and CM yield

We initially characterized starting materials of hPSCs and evaluated the efficiency of cardiac induction. At day 0, the culture displayed sheet-like morphology and contained >95% TRA1-60^pos^ stem cells (Fig. S1A). At day 4, cells lost typical stem cell morphology (Fig. S1B) and >90% of them expressed a cardiac mesoderm marker, *MESP1,* which is typically up-regulated at days 4 to 5^27^.

To generate 3D cell aggregates of cardiac progenitors using a microscale technique, day 4 cells were dissociated and force-aggregated in a microwell plate at three different densities: 500, 1500 and 2500 cells/microwell. After 24 h, sphere-shaped cell aggregates, named progenitor cardiac spheres, were generated from all cultures (Fig. S1C). After culture in suspension, cardiac spheres from cultures seeded at densities of 1500 and 2500 cells/microwell were more compact than those from cultures seeded at densities of 500 cells/microwell (Fig. S1C). Similar results were observed when progenitor cardiac spheres were generated from day 6 cells. At day 20, almost all cardiac spheres showed spontaneous beating, and α-actinin, a CM-associated protein, was detected in ~62%, ~87% and ~82% of the cells in cultures with seeding densities of 500 cells/microwell, 1500 cells/microwell and 2500 cells/microwell, respectively (Fig. S1D). Thus, seeding density of 1500 cells/microwell was selected for subsequent experiments.

To examine the effect of simulated microgravity and 3D culture on CM differentiation (Fig. 1A), progenitor cardiac spheres were generated from day 4 IMR-90 iPSCs induced by activin A and BMP4 (Fig. S1 and S3A), transferred to OptiCell disks and maintained under simulated microgravity using a random positioning machine (RPM) (Fig. S2B and S2C). After the exposure to simulated microgravity for 3 days (the duration was optimized – Fig. S2), the culture, designated as 3D-MG, was transferred to standard gravity at day 8. Parallel cultures of 3D spheres in suspension under standard gravity (3D-SG) and 2D cultures under standard gravity (2D-SG) were also maintained for comparison. Overall cell morphology of 3D-MG was similar to that of 3D-SG; the spheres were similar in size 24 h after aggregation and became irregular in shape at later time points, possibly due to random budding of cell growth (Fig. S3B, S3C and S3D). Typically, contracting cells were observed by differentiation days 8–10 in both 2D and 3D cultures. At day 20, almost all spheres in 3D-SG and 3D-MG showed spontaneous beating, while only some beating areas were observed in 2D-SG (Movies S1,2 to S3). The 3D-SG and 3D-MG cultures at day 20 contained up to 99% α-actinin^pos^ cells, which was higher than observed in 2D-SG (Fig. 1B–D, P < 0.001 to 0.05).

Cell viability assayed by ethidium monoazide (EMA) staining in a representative experiment showed that ~90% and 78% of the cells from 3D-MG and 3D-SG, respectively, were viable (EMA negative) whereas only ~56% of the cells from 2D-SG were viable (Fig. 1B). Analysis of 5 to 6 cultures per condition indicated that 3D-SG and 3D-MG contained a higher percentage of viable cells than 2D-SG (Fig. 1D, P < 0.01 and <0.001, respectively). To exclude the possibility that these differences might be caused by cell dissociation of tightly packed 2D or 3D culture, we also performed Live/Dead staining of intact cultures. As shown in Fig. S3D, 3D-MG and 3D-SG had fewer dead cells than did 2D-SG, which was consistent with the observation by flow cytometry assay of post-dissociated cells (Fig. 1).

The CM yield was 1.5-fold and 5-fold higher in 3D-MG than the 3D-SG and 2D-SG, respectively (Fig. 1D and Fig. S4, P < 0.01 and <0.0001, respectively). Cell density was also higher in 3D-MG (6.3 ± 1.0 × 10^5^ cells/ml) than 3D-SG (4.5 ± 1.2 × 10^5^ cells/ml and P < 0.05).

We also examined the effect of simulated microgravity and 3D culture on CM differentiation from H7 and H9 human embryonic stem cells (hESCs) (Fig. 1E,F). Cells were induced for CM differentiation by small molecules targeting the Wnt signaling^13^ and exposed to simulated microgravity from days 6 to 9. At day 20, the proportions of viable cells were higher in 3D-MG than 3D-SG and 2D-SG (P < 0.05 and<0.01, respectively). CM purity of H7-derived cells as detected by α-actinin^pos^ cells was ~97% in 3D-MG while only ~62% and ~41% CMs were detected in 3D-SG and 2D-MG, respectively. CM purity of H9-derived cells was ~85% in 3D-MG while only ~71% and ~48% CMs in 3D-SG and 2D-MG, respectively. The CM yield was 3 to 4-fold and 7 to 8-fold higher in 3D-MG than 3D-SG and 2D-SG, respectively (Fig. 1E,F and Fig. S4). Cell density was also higher in 3D-MG than 3D-SG (P < 0.05). These results indicated that simulated microgravity and 3D culture significantly improved cell viability, CM purity and yield in H7 and H9 cells.

We then examined the effect of simulated microgravity and 3D culture on endothelial cell differentiation since mesoderm stage MESP1^pos^ cells could give rise to endothelial cells. However, at differentiation day 20, very few cells (<2%) were positive for endothelial cell makers, CD31, vascular endothelial cadherin (VE-cadherin) in 3 culture conditions (2D-SG, 3D-SG and 3D-MG) examined (Fig. S6).

To examine if improved CM differentiation in 3D culture was due to dissociation of cardiac progenitor cells and if low cell yield in 2D culture was due to the limitation in space for cell expansion, day 4 cells were dissociated and re-seeded at 3 densities (undiluted, diluted 2 times and 4 times) in 2D culture and CM differentiation efficiency was compared at day 20 with parallel intact cultures. As shown in Fig. S5, the levels in cell viability, CM purity and yield from the dissociated 2D cultures were similar to the intact 2D cultures, suggesting that cell dissociation and providing additional space to cells in 2D culture were not sufficient to improve CM yield.

These observations showed that 3D cultures produced CMs with greater purity and higher yield than 2D culture and that exposure of 3D progenitor cardiac spheres to simulated microgravity improved CM yield even further.

### Characterization of CMs derived from progenitor cardiac spheres expanded under standard gravity and simulated microgravity

We next examined cellular and molecular features of the CMs from 3D-SG and 3D-MG. As shown in Fig. 2A, all cultures contained cells that were positive for CM-associated markers, including structural proteins, α-actinin and cardiac troponin I (cTnI), and cell-cell adhesion molecule, cadherin. Overall, 3D-SG and 3D-MG showed more cells positive for these CM-associated markers than did 2D-SG, which is consistent with increased CM purity in 3D-SG and 3D-MG than 2D-SG.

We also examined the expression of genes encoding CM structural proteins (Fig. 2B) and calcium handling proteins (Fig. 2C). Of the 12 genes examined, 11 (*MYH6*, *MYH7*, *MYL2*, *MYL7*, *TNNI1*, *TNNI3*, *TNN, ATP2A2, CASQ2, RYR2* and *SLC8A1*) were detected at higher levels in 3D-MG than 2D-SG (P < 0.0001 to 0.05). In addition, 8 (*MYH6, MYL2*, *MYL7*, *TNNI1*, *ATP2A2, CASQ2, RYR2* and *SLC8A1*) were detected at higher levels in 3D-MG than 3D-SG (P < 0.001 to 0.05), and none was lower in 3D-MG than 3D-SD.

Under higher magnification, sarcomeric structures were observed in a subset of CMs in all cultures stained with α-actinin, confirming the characteristics of CMs. To examine the effect of simulated microgravity on sarcomeric organization, we carried out immunostaining of α-actinin, a marker for myofibrillar Z-discs. Typically hPSC-CM cultures contain CMs with different levels of sarcomeric maturation. We evaluated these cells for their overall appearance of myofibrillar structure and categorize them into 3 different levels as we and others described previously^28^,^29^: Score 1 cells are α-actinin^pos^ but without clear sarcomeric striations; Score 2 cells have diffuse punctate staining pattern and some patterned striations in partial cell area; and Score 3 cells have highly organized and well-defined myofibrillar structure with distinct paralleled bands of z-discs distributed throughout the cell area. Compared with 3D cardiac spheres expanded under standard gravity, 3D cardiac spheres exposed to simulated microgravity produced CMs with higher levels of structural maturation based on the levels of sarcomeric striations (Fig. 3A), although T tubules were not detectable in cells from any conditions.

We next investigated the effect of simulated microgravity on Ca^2+^ transients by confocal line-scan recordings of live 3D-SG and 3D-MG cells (Fig. 3B). There were no significant differences in fluorescent amplitude (F/F_0_) between the two groups. However, the maximal upstroke and decay velocities were ~38% (P < 0.01) and ~44% (P < 0.0001) faster in 3D-MG CMs compared to 3D-SG CMs, respectively. Furthermore, the time from the peak to 50% decay was ~38% shorter (P < 0.0001) in 3D-MG CMs compared to 3D-SG CMs, demonstrating an enhanced rate of Ca^2+^ reuptake, a feature associated with more mature CMs^30^. The calcium imaging data is consistent with the increased expression of *ATP2A2* (*SERCA2a*) and *SLC8A1* (*NCX*) in 3D-MG compared with 3D-SG (Fig. 2C) which suggested that 3D-MG had improved calcium handling gene expression because CM purity of 3D-MG was similar to that of 3D-SG.

Action potential parameters including depolarization velocity (dV/dtmax), resting membrane potential (MDP), action potential amplitude (APA) and action potential duration (APD) of CMs from 3D-MG detected by patch-clamp were not significantly different from those from 3D-SG (Fig. 3C; P > 0.05 for all parameters except that the dV/dtmax of 3D-SG CMs was faster than that of 3D-MG CMs.)

Using microelectrode array (MEA) recordings, we investigated pharmacological responses of CMs from the three cultures (Fig. 4A). When the cells were treated with β-adrenergic agonist isoproterenol, all cultures showed an increase in spontaneous beating rate (Fig. 4B,C, P < 0.001); the increased beating was attenuated when cells were further treated with carbamylcholine, a cholinergic agonist, (Fig. 4B,C, P < 0.001 to 0.01). When the cells were treated with phenylephrine, an α1-adrenergic receptor agonist, beating rates in all cultures increased (Fig. 4D, P < 0.01). In addition, when cells were treated with nifedipine, a calcium channel blocker, normalized mean corrected field potential durations (cFPD) of the cells in all 3 cultures decreased (Fig. 4E,F; P < 0.01 to 0.05).

These data suggest that CMs generated from 3D-SG and 3D-MG have similar electrophysiological properties and pharmacological responses.

### Simulated microgravity and 3D culture promote the induction of cardiac progenitors and CM differentiation

To examine the effect of simulated microgravity and 3D culture on the induction of cardiac progenitors and CM differentiation, we analyzed the expression of markers associated with cardiac progenitors and CMs at various time points from differentiation days 4 to 12. At day 4, ~61% of the population were positive for KDR and PDGFRα, markers associated with cardiac mesoderm induction^11^. At day 6, KDR^pos^/PDGFRα^pos^ cells increased to ~76% in 3D-MG, but decreased to ~16% and ~41% in 2D-SG and 3D-SG, respectively (Fig. 5A). At day 8, 3D-MG cells retained the expression of CD13, a cardiac mesoderm marker^31^,^32^ at higher levels compared with cells under standard gravity (Fig. 5B). The expression of ISL1, a marker for cardiac progenitors^33^, increased overtime with a peak at day 8 to ~75% in 3D-MG as compared with ~61% and ~68% in 2D-SG and 3D-SG, respectively (Fig. 5C). These results suggest that simulated microgravity and 3D culture increase the induction of cardiac progenitors.

We next examined if these cardiac progenitors led to robust CM differentiation (Fig. 5D,E). At day 12, the proportions of cells that were positive for SIRPA, a surface CM marker, increased to ~74% in 3D-MG compared with ~52% and ~65% in 2D-SG and 3D-SG, respectively. Similarly, the proportions of cTnT^pos^/α-actinin^pos^ cells were the highest in 3D-MG at day 12. These result suggest that simulated microgravity and 3D culture promote CM differentiation.

### Simulated microgravity and 3D culture promote the proliferation of cardiac progenitors

To determine if there was increased proliferation of cardiac progenitors in 3D-SG and 3D-MG at the early stage (which may contribute to the higher cell yield and viability in the 3D cultures at late stages), we examined the ability of the cells to incorporate EdU as an indicator of proliferation. Among the NKX2-5^pos^ progenitors at day 10, a subset of them was EdU^pos^ (Fig. S7A). By flow cytometry, 24.4%, 32.3% and 44.0% were identified as EdU^pos^/NKX2-5^pos^ cells in 2D-SG, 3D-SG and 3D-MG, respectively (Fig. 6A). The number of EdU^pos^/NKX2-5^pos^ cells was higher in 3D-MG than 3D-SG and 2D-SG (P < 0.05 and <0.01 respectively).

We also found that a subset of the NKX2-5^pos^ cells at day 10 expressed Ki-67, a marker for cells at active phases of the cell cycle (Fig. S7B). By flow cytometry analysis, ~31%, ~40% and ~55% of the cells were NKX2-5^pos^/Ki-67^pos^ in 2D-SG, 3D-SG and 3D-MG, respectively (Fig. 6B). The proportions of NKX2-5^pos^/Ki-67^pos^ cells were higher in 3D-SG and 3D-MG than 2D-SG (P < 0.05 and <0.001, respectively), and also higher in 3D-MG than 3D-SG (P < 0.01). Similarly, a subset of the NKX2-5^pos^ cells at day 8 expressed IAK1 (aurora-A kinase), a key regulator in the control of cell proliferation (Fig. 6C). The proportions of NKX2-5^pos^/IAK1^pos^ cells were higher in 3D-MG than 2D-SG and 3D-SG (P < 0.001 and <0.05, respectively).

To further investigate the effect of 3D culture and simulated microgravity on cell proliferation, we also examined the expression of genes associated with proliferation and cell cycle at day 8 by qRT-PCR. Higher expression levels of genes related to cell proliferation (*MKI67* and *PCNA*) and cell cycle (*ANLN*, *AURKA*, *AURKB*, *CCNB1* and *PLK1*) were detected in 3D-SG and 3D-MG than 2D-SG (P < 0.0001, Fig. 6C). Furthermore, expression levels of genes associated with cell cycle and proliferation (*ANLN*, *AURKA*, *AURKB*, *CCNB1, MKI67,* and *PLK1;* 6 out of 7 examined) were higher in 3D-MG than 3D-SG (P < 0.0001 to 0.001).

### Simulated microgravity and 3D culture increase cell survival of cardiac progenitors

To examine if suspension culture and exposure to simulated microgravity could improve cell survival, we assessed cell survival at day 8 before and after dissociation of cultures. Live/Dead staining of intact cultures showed that 3D-MG contained less dead cells than 3D-SG and 2D-SG (Fig. S3C). To quantify the difference, we stained the dissociated cells using propidium iodide (PI), which stains dead cells, and FITC-labeled Annexin V, which stains apoptotic cells. In 3D-MG, ~90% of the cells were viable, whereas in 2D-SG and 3D-SG, ~70% and ~74% of the cells were viable, respectively (Fig. 7A,B); the proportions of live cells in 3D-MG were higher than 3D-SG and 2D-SG (P < 0.0001) while the proportions of apoptotic or dead cells were significantly lower in 3D-MG than 3D-SG and 2D-SG (P < 0.0001 to 0.05).

In addition, the cell yield at day 8 generated from each input hPSC was higher in 3D-MG than 3D-SG and 2D-SG (P < 0.05 and <0.01, respectively, Fig. 7C). Cell density was also higher in 3D-MG than 3D-SG (Fig. 7C).

We next examined the expression of prosurvival genes in day 8 cells (Fig. 7D). Expression of *BIRC5,* which encodes an anti-apoptotic protein^34^, was detected at higher level in 3D cultures than 2D culture (P < 0.0001) and in 3D-MG than 3D-SG (P < 0.001). Similarly, expression of genes encoding heat shock proteins *HSP60*, *HSP70* and *HSP90* was detected at higher level in 3D cultures than 2D culture (P < 0.0001), and the level of *HSP60* expression was higher in 3D-MG than 3D-SG (P < 0.001).

We then examined day 8 cardiac progenitor cells for their expression of p-AKT (phosphorylated AKT-pS473), which plays a critical role in regulating cell survival^35^,^36^ (Fig. 7E and 7F). By flow cytometry, ~10%, ~27% and ~39% of NKX2-5^pos^/p-AKT ^pos^ cells were detected in 2D-SG, 3D-SD and 3D-MG, respectively; the proportions of NKX2-5^pos^/p-AKT ^pos^ cells in 3D-MG were higher than 3D-SG and 2D-SG (P < 0.05 and <0.001, respectively), and also higher in 3D-MG than 3D-SG (P < 0.05) (Fig. 7E).

To further understand how simulated microgravity affects cardiac progenitors during early stage of cardiac differentiation, RNA-sequencing analysis was performed to compare global gene expression profiles of day 8 cells in 3D-MG vs. 3D-SG. 

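RNA from 3 cultures in 3D-SG and 3 cultures in 3D-MG was sequenced at day 8. The progenitor cardiac spheres were formed at day 4 from 1500 cells/microwell and kept in suspension, in a petri dish under standard gravity for 3D-SG or in a gas-permeable OptiCell disk on the random positioning machine for 3D-MG, from day 5 for 3 days. The type of vessel therefore differed between the groups together with gravity. Libraries were made from 1000 ng of total RNA enriched for poly-A transcripts and read as single-end reads of 101 nt. The authors mapped the reads to hg19 (GRCh37), counted them on RefSeq genes, and deposited the raw counts for 23667 gene symbols. Between 10545978 and 14945103 reads per library were counted on genes, with a median of 14222911 in 3D-SG and 12332836 in 3D-MG. At this depth 3 counts, the upper limit that a count of 0 allows, correspond to 0.201 to 0.284 CPM in the 6 libraries. Such limits cover counting error only, since PCR duplicates were not marked by molecular identifiers.

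At least 1 count was found for 19712 genes, and the 14453 genes left by edgeR's filter on low counts were tested. Library sizes were scaled with edgeR's TMM method, and 3D-MG was compared with 3D-SG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at the paper's threshold of an adjusted p under 0.1. No replicate block was used in this main comparison, since the paper's methods name none. Fits with the replicate number as a block are given beside it. An exact two-sided permutation test of 3 libraries against 3 cannot give a p under 0.10, so p-values were taken only from models fitted across all genes. Values per gene are given as the authors' normalized counts, as mean ± SD over the 3 cultures of a group.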

Among differentially expressed genes, 53 of them were up-regulated and 75 were down-regulated. 

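With edgeR's quasi-likelihood test, 0 genes were up-regulated and 0 were down-regulated in 3D-MG at an adjusted p under 0.1, and the smallest adjusted p was 0.908. At an unadjusted p under 0.05, 307 genes were higher and 427 lower in 3D-MG, together 5.08% of the 14453 genes tested. Without any difference 5% would be so if the libraries were not paired. Single libraries moved these counts, to 800 and 1148 without the 3D-SG culture of replicate 3 (smallest adjusted p 0.113) and to 161 and 169 without the 3D-MG culture of replicate 1. Every 3D-MG library lay above every 3D-SG library for 791 genes and below for 659 genes. Together these were 10.0% of the tested genes, and chance gives 10% for libraries that are not paired. The pairing described next lowers both chance shares, 5% and 10%, so these counts do not show the absence of a difference. For most genes the libraries of both groups overlapped.

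The replicate numbers paired the libraries, and 2550 genes were higher and 2292 lower in 3D-MG in all 3 pairs, together 33.5% of the tested genes where 25% would be so without an effect. With the replicate number as a block, edgeR's test called 1 gene up-regulated (*CYP1B1*) and 1 gene down-regulated (*MMP9*), and 738 genes were higher and 944 lower at an unadjusted p under 0.05. Among the alternatives chosen before the data were examined, the counts moved most with DESeq2, shrinkage of the fold changes by its betaPrior option, and the replicate block, which called 52 genes up-regulated and 76 down-regulated. Without the block the same test called 9 and 9. With the block its log2 fold changes came within 0.00333 of those of all 60 genes of Table S1. This argues that the paper's fit held such a block. The 0 and 0 genes of edgeR without a block came from another test and another design. The likelihood ratio test of edgeR with the same block, chosen after seeing the data, called 182 and 284 genes.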

The top 30 up-regulated genes (Table S1) include *LEPR*, liptin receptor, which is involved in fatty acid metabolism required for mature CMs; *HCN4*, which is a marker for the first heart field cardiac progenitors and conduction systems^37^; *HAND2* which is essential for cardiac ventricle formation^38^; and *LIFR*, leukemia inhibitory factor receptor, which is involved in AKT signaling that is important for CM growth, survival and function^39^.

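The 4 genes lie on different chromosomes of GRCh37. *LEPR* lies on chromosome 1 from 65886335 to 66107242 and shares exons with *LEPROT* on the same strand. Its count may therefore hold reads of that gene or lack reads of the shared exons, which the paper's text does not settle. *HCN4* lies on chromosome 15 from 73612200 to 73661299, *HAND2* on chromosome 4 from 174446120 to 174451380, and *LIFR* on chromosome 5 from 38474770 to 38608456. Normalized counts of *LEPR* were 938 ± 418 (SD, n = 3) in 3D-SG and 1477 ± 382 (SD, n = 3) in 3D-MG. For *HCN4* they were 986 ± 568 (SD, n = 3) and 1382 ± 514 (SD, n = 3), for *HAND2* 1272 ± 436 (SD, n = 3) and 1714 ± 439 (SD, n = 3), and for *LIFR* 2986 ± 1427 (SD, n = 3) and 3900 ± 1086 (SD, n = 3). For each of the 4 genes, libraries of both groups overlapped. The log2 fold change was 0.66 for *LEPR* (standard error 0.33, adjusted p = 0.908 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.49 for *HCN4* (standard error 0.49, adjusted p = 0.929). It was 0.43 for *HAND2* (standard error 0.29, adjusted p = 0.909) and 0.38 for *LIFR* (standard error 0.34, adjusted p = 0.925).

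Within each of the 3 pairs of cultures, all 4 genes were higher in 3D-MG. The log2 ratios of pairs 1, 2 and 3 were 1.05, 0.90 and 0.20 for *LEPR*, 0.66, 1.04 and 0.15 for *HCN4*, 0.57, 0.60 and 0.21 for *HAND2*, and 0.50, 0.70 and 0.16 for *LIFR*. DESeq2 with betaPrior and the replicate block called all 4 genes, with shrunken log2 fold changes of 0.53 for *LEPR* (adjusted p = 0.00204), 0.44 for *HCN4* (adjusted p = 0.0248), 0.38 for *HAND2* (adjusted p = 0.0240) and 0.38 for *LIFR* (adjusted p = 0.0171). Across all alternatives the adjusted p ranged from 0.00163 to 1.00 for *LEPR*, from 0.0141 to 1.00 for *HCN4*, from 0.00310 to 1.00 for *HAND2* and from 0.0135 to 1.00 for *LIFR*. Single libraries moved the unpaired values by more than 1.5 times. Without the 3D-SG culture of replicate 2 the log2 fold change was 0.39 for *LEPR*, 0.10 for *HCN4* and 0.18 for *HAND2*, and without the 3D-MG culture of replicate 3 it was 0.13 for *LIFR*. Without the 3D-SG culture of replicate 3 it was 1.05 for *LEPR*, 0.93 for *HCN4*, 0.67 for *HAND2* and 0.84 for *LIFR*.

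**Figure D1:**
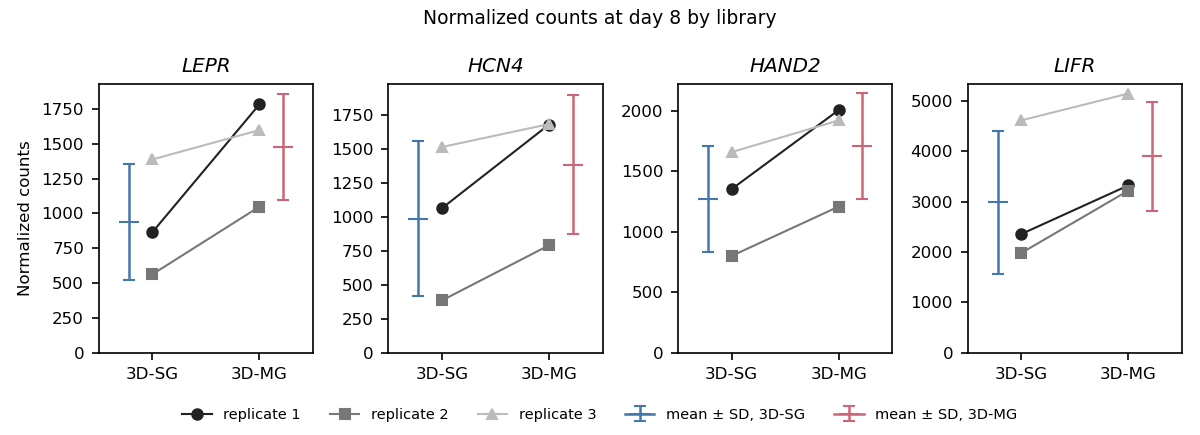
Normalized counts of *LEPR*, *HCN4*, *HAND2* and *LIFR* in the 3 cultures of 3D-SG and 3D-MG at day 8, with lines joining cultures of the same replicate number and bars for mean ± SD. Each line rises from 3D-SG to 3D-MG, and the rise is smallest in replicate 3, with log2 ratios of 0.15 to 0.21.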

Together, these data demonstrate increased cell viability and increased expression of genes associated with growth, development, and pro-survival in 3D-MG than 3D-SG at the progenitor cell stage.

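The genes that the paper measured by qRT-PCR at day 8 were tested in the RNA-seq as lists with camera, a test in limma of whether a list moves more than the other genes. All 7 genes associated with proliferation and cell cycle (*ANLN*, *AURKA*, *AURKB*, *CCNB1*, *MKI67*, *PCNA* and *PLK1*) had a positive log2 fold change in 3D-MG, with a median of 0.16 (adjusted p = 0.00532 over 11 lists). The largest was that of *MKI67*, 0.30 (standard error 0.15, adjusted p = 0.908 from edgeR's quasi-likelihood test), with 4008 ± 536 (SD, n = 3) normalized counts in 3D-SG and 4938 ± 827 (SD, n = 3) in 3D-MG. The smallest was that of *PCNA*, 0.09 (standard error 0.16, adjusted p = 0.956), which was higher in 2 of 3 pairs while the other 6 genes were higher in 3 of 3 by the authors' normalized counts. *AURKB* was higher in replicate 2 by a log2 ratio of only 0.0038, and under the TMM scaling of the list test 5 of the 7 genes were higher in that pair. *MKI67* ranged from 0.19 to 0.43 with one library left out, lowest without the 3D-MG culture of replicate 2. Without the 3D-SG culture of replicate 3 and without the 3D-MG culture of replicate 2, the log2 fold change of *PCNA* was -0.022 and -0.0087.

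The pro-survival genes *BIRC5*, *HSPD1* (HSP60), *HSPA4* (HSP70) and *HSP90B1* (HSP90) were each higher in 3D-MG in 3 of 3 pairs, with a median log2 fold change of 0.16 (adjusted p = 0.0396 from camera). *BIRC5* had 1011 ± 203 (SD, n = 3) normalized counts in 3D-SG and 1169 ± 76.7 (SD, n = 3) in 3D-MG, a log2 fold change of 0.21 (standard error 0.14, adjusted p = 0.909 from edgeR). The log2 fold changes of *HSPD1*, *HSPA4* and *HSP90B1* were 0.11, 0.08 and 0.23. By qRT-PCR the paper reports only *BIRC5* and HSP60 among these genes as higher in 3D-MG than in 3D-SG. For HSP70 and HSP90 it reports higher levels in the 3D cultures than in 2D culture. Some rises within a pair were slight, with log2 ratios of 0.021 for *BIRC5* in pair 2 and 0.023 and 0.012 for *HSPD1* and *HSPA4* in pair 3. Without the 3D-SG culture of replicate 3 the log2 fold change was 0.098 for *BIRC5*, 0.21 for *HSPD1*, 0.14 for *HSPA4* and 0.36 for *HSP90B1*. It was 0.38 for *BIRC5* and 0.048 for *HSPD1* without the 3D-SG culture of replicate 2, 0.033 for *HSPA4* without that of replicate 1, and 0.070 for *HSPD1* without the 3D-MG culture of replicate 3. Exons of *HSPD1* overlap *HSPE1* and those of *PLK1* overlap *ERN2* on the other strand, and the paper's text does not state whether the counting used strand. *HSP90B1* holds the microRNA gene *MIR3652*.

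None of the 11 genes had an adjusted p under 0.1 in edgeR's test over all genes, nor when adjusted over the list alone. With the replicate block, 3 proliferation genes and 2 pro-survival genes passed when adjusted over the list alone, and DESeq2 with betaPrior and the block called *MKI67* over all genes (shrunken log2 fold change 0.27, adjusted p = 0.0698). The lists were taken from the paper's qRT-PCR and not from these counts, and the paper's text does not state whether both assays used the same cultures. No list called by camera was called by fry or by camera with the correlation estimated from the data. The adjusted p was 0.417 for the proliferation list and 0.324 for the pro-survival list under fry, and 0.444 for both under the estimated correlation. Without the 3D-SG culture of replicate 3 the median of the proliferation list was 0.07 (adjusted p = 0.183 from camera), and it was 0.27 without that of replicate 2 and 0.10 without the 3D-MG culture of replicate 2. The median of the pro-survival list was 0.12 (adjusted p = 0.177) without the 3D-SG culture of replicate 1 and 0.14 (adjusted p = 0.110) without the 3D-MG culture of replicate 3. From the viability of the cells, the qRT-PCR and p-AKT measurements and the genes called in the RNA-seq, the paper concludes that cell viability and the expression of growth, development and pro-survival genes were increased in 3D-MG at the progenitor stage.

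**Figure D2:**
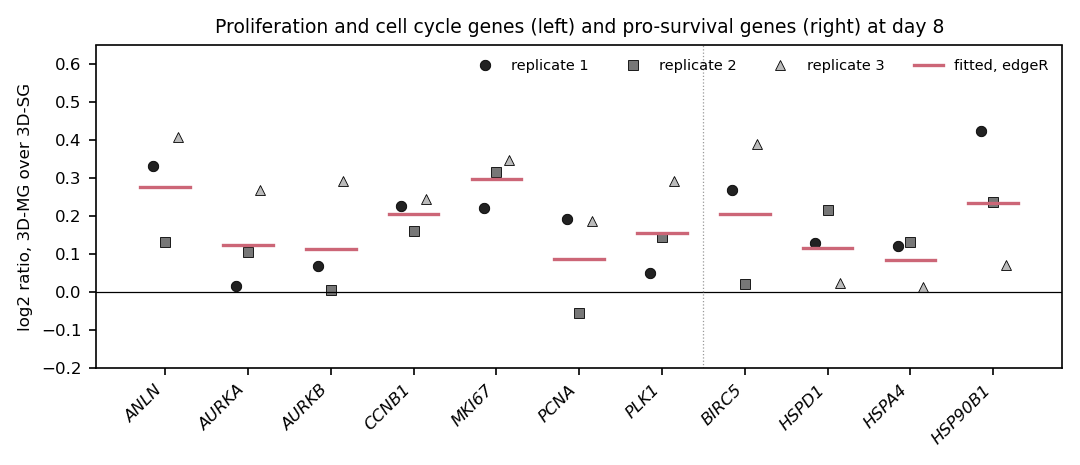
Log2 ratio of 3D-MG over 3D-SG at day 8 for the 7 proliferation and cell cycle genes and the 4 pro-survival genes, with a point for each pair of cultures and a bar for the log2 fold change fitted by edgeR. With the authors' normalized counts, *PCNA* in replicate 2, at -0.06, is the only point below 0.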

## Discussion

The effect of simulated microgravity on cells is known to vary depending on factors including cell type, specific bioreactor used and duration of exposure to simulated microgravity^40^,^41^,^42^. Our study suggests that a short-term exposure of cardiac progenitors to simulated microgravity in an RPM may be leveraged to improve the expansion and viability of cardiac progenitors and subsequent generation of CMs. In combination with the engineering of microscale 3D cardiac progenitors, the exposure of the cells to simulated microgravity significantly increased cell viability (up to 90%), purity (up to 99%) and yield (up to 8-fold higher) of hPSC-CMs compared with the conventional 2D culture under standard gravity. In addition, CM yield was 1.5 to 4-fold higher in 3D-MG than 3D-SG.

Although 2D cardiac differentiation protocols using monolayer methods are available to produce CMs at high purity^2^,^13^, differentiation efficiency among different cell lines or batches varies. Methods such as depletion of glucose from medium^43^ have been developed to enrich CMs at late stages of differentiation when the differentiation efficiency is low. The culture system we have established using simulated microgravity and 3D culture provides a novel way to increase the induction, proliferation and survival of cardiac progenitors, thus further improving CM cell numbers (yield) and purity, an outcome that is desirable for the application of hPSC-CMs in regenerative medicine. Furthermore, this culture system could help identify molecular mechanisms associated with improved the induction of cardiac progenitors and develop alternative strategies under standard gravity to improve CM differentiation.

The high purity, viability and yield of hPSC-CMs at the late stage of differentiation are also likely contributed by the increased proliferation and viability of cardiac progenitors at the early stage of differentiation. Compared with the 2D culture, the early stage 3D cultures contained more cells with features of proliferation (measured by the incorporation of EdU and expression of Ki-67) and higher expression levels of genes related to cell proliferation and cell cycle. Furthermore, the 3D culture and simulated microgravity improved the viability of cardiac progenitors and up-regulated pro-survival genes that encode heat shock proteins and anti-apoptotic protein BIRC5 (also known as survivin). The HSP70/90 heat shock proteins are known to be involved in the regulation of cell cycle progression and cell proliferation^44^, and increased expression of *BIRC5* should result in less apoptosis that might be induced by microgravity stress. In other studies, up-regulation of heat shock proteins was also observed in rat hypothalamus tissues^45^, the Jurkat cells^46^ and myelomonocytic U937 cells^47^ as a result of exposure to microgravity, and *BIRC5* was up-regulated in thymus after mice returned from a spaceflight^48^. In addition, a study on neonatal and adult cardiovascular progenitors reported that simulated microgravity could affect cell differently depending on age^42^. Among many differential responses, final number of cells and expression of DNA repair genes were increased in neonatal but not adult cardiac progenitors upon exposure to simulated microgravity^42^. These studies suggest that simulated microgravity can improve cell proliferation and survival in a cell type dependent manner.

Given the high viability of CMs and higher expression levels of genes associated with proliferation and pro-survival including *HSPs* and *BIRC5*, the cardiac sphere preparation generated under simulated microgravity may be desirable for regenerative medicine over CMs generated from the 2D culture. Up-regulation of heat shock proteins through a brief treatment of heat shock has been shown to increase cell survival in both *in vitro* and *in vivo* studies with hPSC-CMs^49^. The transcriptional mechanisms and the biological meaning of the higher expression of *HSPs* and *BIRC5* in 3D-MG hPSC-CMs remain to be elucidated. These 3D-MG cells with high levels of *HSPs* and *BIRC5* might be more resistant to cell death and improve graft survival *in vivo*. Further understanding the mechanisms and pathways involved in the regulation of cell survival by simulated microgravity could facilitate the identification of alternative methods under standard gravity for efficient production of cardiac progenitors and CMs with enhanced potential for graft survival. Further understanding the mechanisms and pathways involved in the regulation of cell survival by simulated microgravity could facilitate the identification of alternative methods under standard gravity for efficient production of cardiac progenitors and CMs with enhanced potential for graft survival.

We have not examined the effect of longer exposure to simulated microgravity as we intended to target cardiac progenitors at the early stage of the differentiation rather than CMs at the late stage. Our study was designed to expand cardiac progenitors at differentiation days 5 or 6 under a brief exposure to simulated microgravity (3 days) and then transfer them to standard gravity for further differentiation into CMs, because a long-term exposure of microgravity could have a negative effect on stem cell differentiation. In fact, a long-term exposure of undifferentiated mouse ESCs to space microgravity for 15 days inhibited their differentiation^50^. Thus, the duration of microgravity treatment is an important factor to be considered, although the discrepancy in experimental outcomes between this mouse ESC study^50^ and our study may also be due to differences in cell types used (mouse ESCs vs. hPSCs), stages of the cells exposed to microgravity (undifferentiated cells vs. cardiac progenitors), types of microgravity (space microgravity vs. simulated microgravity) and/or environmental factors (with and without radiation and other factors in space and during transportation). In addition, longer exposure to simulated microgravity could also adversely affect the properties of CMs. Prolonged space flight can induce health problems including muscle atrophy and cardiovascular disorders^51^. CMs produced in our study, however, had expected molecular and functional features. 3D-MG increased the number of cells with the well-organized sarcomeric structure and increased the expression of genes encoding cardiac contractile proteins and calcium handing proteins. 3D-MG CMs also had appropriate pharmacological responses and improved Ca^2+^ handling properties. The action potential profiles of 3D-MG CMs were similar to those of 3D-SG CMs for all parameters except faster dV/dtmax in 3D-SG CMs. The underlying mechanisms of these observations still require to be further investigated.

In conclusion, we demonstrate that suspension culture and expansion of 3D engineered progenitor cardiac spheres under simulated microgravity result in efficient generation of highly enriched hPSC-CMs. This culture system increases proliferation and viability of cardiac progenitors, which could improve the application of these cells in regenerative medicine.

## Methods

Detailed methods are available in the Online Supplementary Information. In brief, IMR90 iPSCs^52^ and hESCs (H7 and H9)^53^ were used to generate cardiac progenitors by growth factors^2^,^54^ or small molecules^13^. Progenitor cardiac spheres were generated by forced aggregation in AggreWells^28^ and subjected to simulated microgravity using an RPM^55^,^56^. Characterization was performed to compare cells under standard gravity and simulated microgravity using various methods^28^,^57^,^58^ including microscopy, immuonocytochemical analysis, flow cytometry, qRT-PCR, RNA-seq, MEA recordings, calcium imaging, and patch-clamp.

## Additional Information

**Accession code**: The RNA-seq data reported in this paper are available on the GEO database with accession number GSE84582.

**How to cite this article**: Jha, R. *et al*. Simulated Microgravity and 3D Culture Enhance Induction, Viability, Proliferation and Differentiation of Cardiac Progenitors from Human Pluripotent Stem Cells. *Sci. Rep.* **6**, 30956; doi: 10.1038/srep30956 (2016).

## Supplementary Material

Supplementary Information

Supplementary movie S1

Supplementary movie S2

Supplementary movie S3

## Figures and Tables

**Figure 1:**
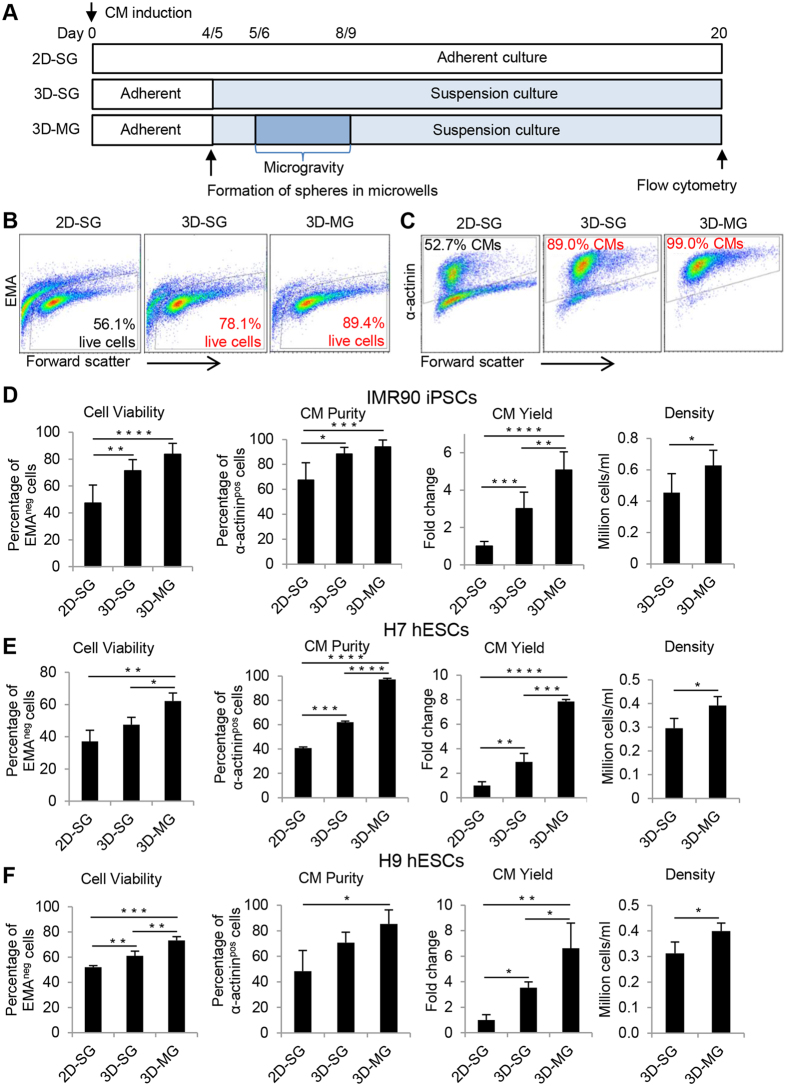
Suspension culture of progenitor cardiac spheres and simulated microgravity increase cell viability and CM yield. (**A**) Experimental design. hPSCs were induced to differentiate into CMs at day 0 using growth factors or small molecules. At day 4 or 5, cells were dissociated and forced to aggregate into progenitor cardiac spheres. The progenitor cardiac spheres were cultured under simulated microgravity at days 5–8 or 6–9 and maintained under standard gravity until day 20 (designated as 3D-MG). Parallel 2D and 3D cultures were maintained under standard gravity throughout, designated as 2D-SG and 3D-SG, respectively. At day 20, cells were analyzed for cell viability, CM purity, yield and density. (**B**) Representative flow cytometry analysis. Cell viability was analyzed by EMA staining and EMA negative cells were identified as live cells. Purity of CMs was analyzed by intracellular staining of α-actinin, a CM-associated marker. (**C**) Summary of IMR90-iPSC differentiated cell viability, CM purity, cell yield and density. (**D**) Summary of H7 hESC differentiated cell viability, CM purity, cell yield and density. (**E**) Summary of H9 hESC differentiated cell viability, CM purity, CM yield and density. The CM yield was defined as the number of viable CMs generated from one undifferentiated stem cell. Data are presented as mean ± SD of 3–6 biological samples for each culture condition. *P < 0.05; **P < 0.01; ***P < 0.001, ****P < 0.0001.

**Figure 2:**
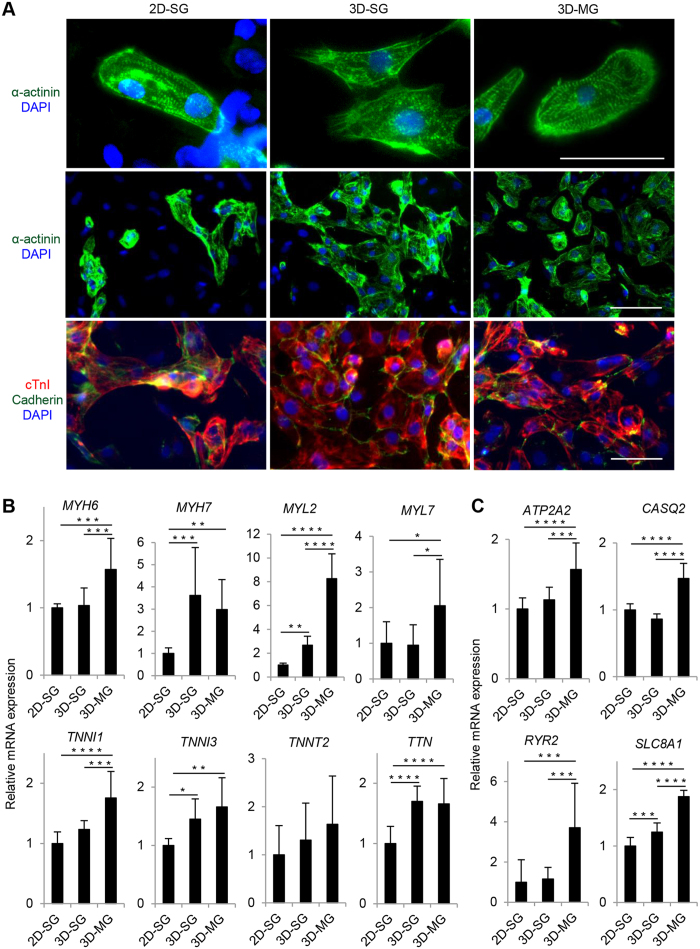
Cellular and molecular features of CMs derived from progenitor cardiac spheres expanded under standard gravity and simulated microgravity. (**A**) Immunocytochemistry analysis of the cardiac structural proteins α-actinin and cTnI and the adhesion molecule cadherin in cells harvested at day 20. Nuclei were stained with DAPI. Scale bars = 50 μm. (**B**,**C**) Expression of genes encoding structural proteins and calcium handling proteins in these cells determined by qRT-PCR. Data are presented as mean ± SD of 4 biological replicates x 3 reactions/sample. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
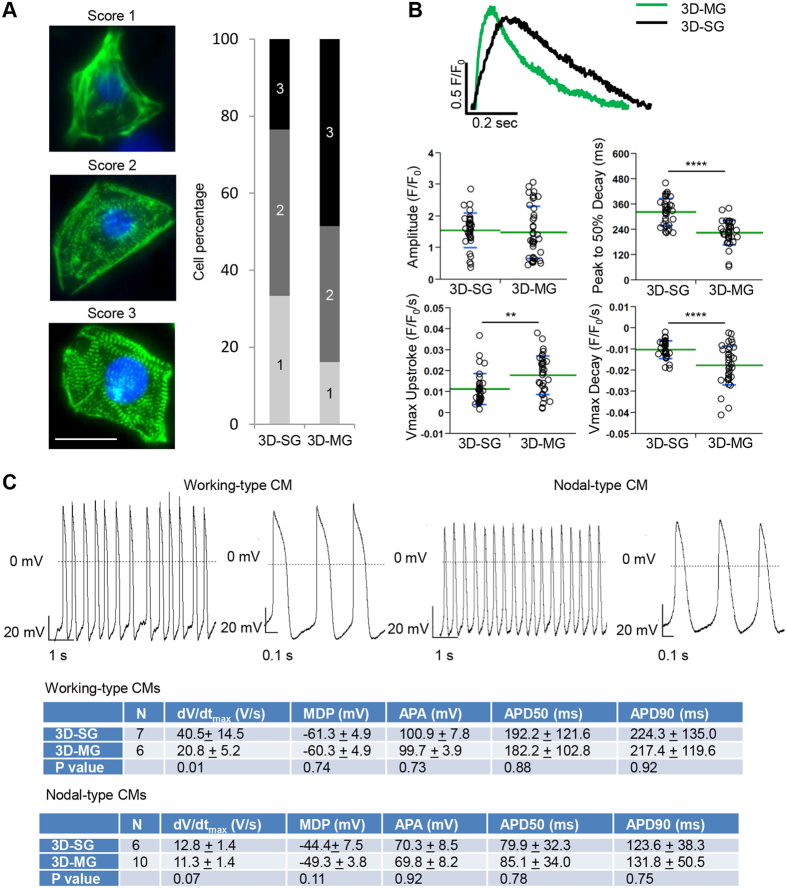
Structural and functional characterization of hPSC-CMs cultured in 2D-SG, 3D-SG and 3D-MG conditions. (**A**) Structural analysis of hPSC-CMs. Cells were dissociated, replated and stained for sarcomeric α-actinin (green) and DAPI (blue). Overall appearance of myofibrillar structure was categorized into 3 different levels: Score 1 cells are α-actinin^pos^ but without clear sarcomeric striations; Score 2 cells have diffuse punctate staining pattern and some patterned striations in partial cell area; and Score 3 cells have highly organized and well-defined myofibrillar structure with distinct paralleled bands of z-discs distributed throughout the cell area. Percentage of the cells by the scores was generated by counting 102 and 136 cells for 3D-SG and 3D-MG, respectively. Note that 3D-MG produced CMs with higher levels structural maturation. Scale bar = 25 μm. (**B**) Calcium transients of hPSC-CMs cultured in 3D-SG and 3D-MG conditions. Representative traces of hPSC-CMs field-stimulated at 1 Hz were acquired by optical fluorescence imaging. Measurements of calcium transients are presented as mean ± SD of n = 37 and 40 line scans for 3D-SG and 3D-MG culture conditions, respectively. **P < 0.01; ****P < 0.0001. (**C**) Representative patch clamp recording and summary of action potential parameters. Electrophysiological parameters measured: N, cell number; dV/dtmax, maximum action potential upstroke velocity; MDP, maximum diastolic potential; APA, action potential amplitude; APD50, action potential duration at 50% of repolarization; APD90, action potential duration at 90% of repolarization. Data are presented as mean ± SD.

**Figure 4:**
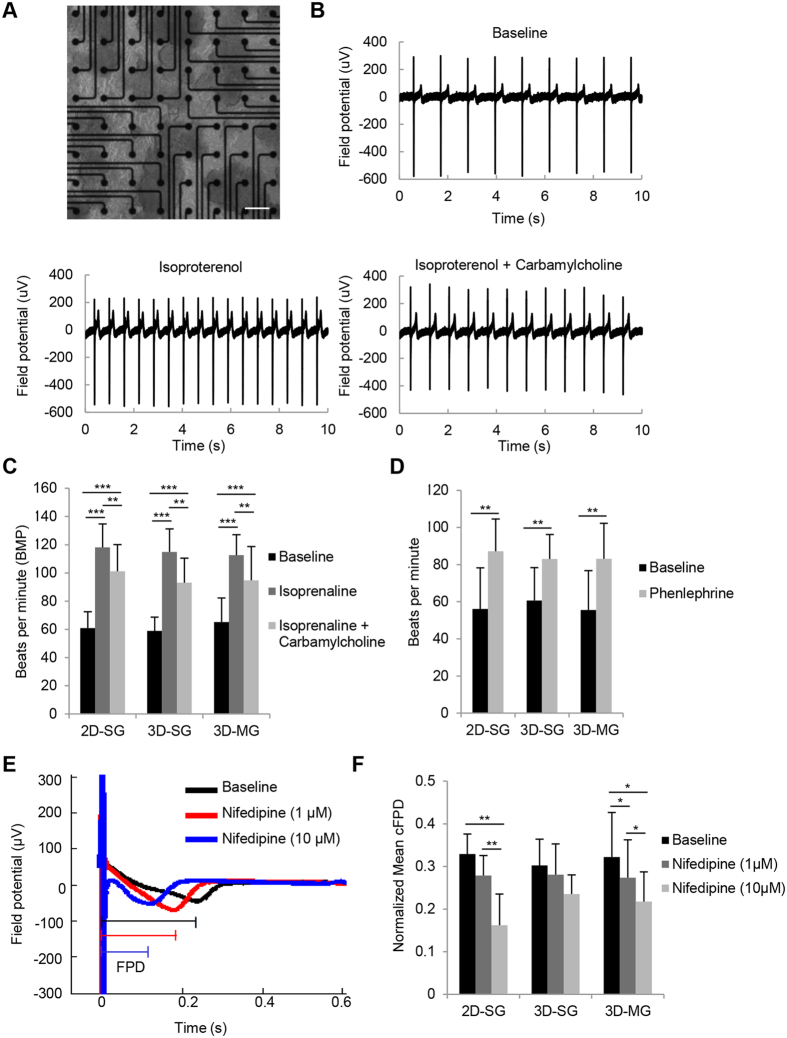
MEA recordings of hPSC-CMs cultured in 2D-SG, 3D-SG and 3D-MG conditions. (**A**) A representative image of MEA chamber seeded with cardiospheres. Extracellular recordings from differentiated culture harvested at day 20 without treatment (baseline) and after the treatment with indicated pharmacological agents. Scale bars = 100 μm. (**B**) Representative MEA recordings of cells without treatment (baseline), of cells treated alone with isoproterenol as indicated, and of cells first treated with isoproterenol alone followed by co-treatment of carbamylcholine (isoproterenol + carbamylcholine). (**C**,**D**) Response of cell beating to the indicated pharmacological treatments. n = 4 biological samples. (**E**) Representative MEA recording before and after cells were treated with nifedipine at final concentrations of 1 and 10 μM. (**F**) Normalized mean cFPD of cells before and after the nifedipine treatment. n = 3–4 biological samples. All data are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 5:**
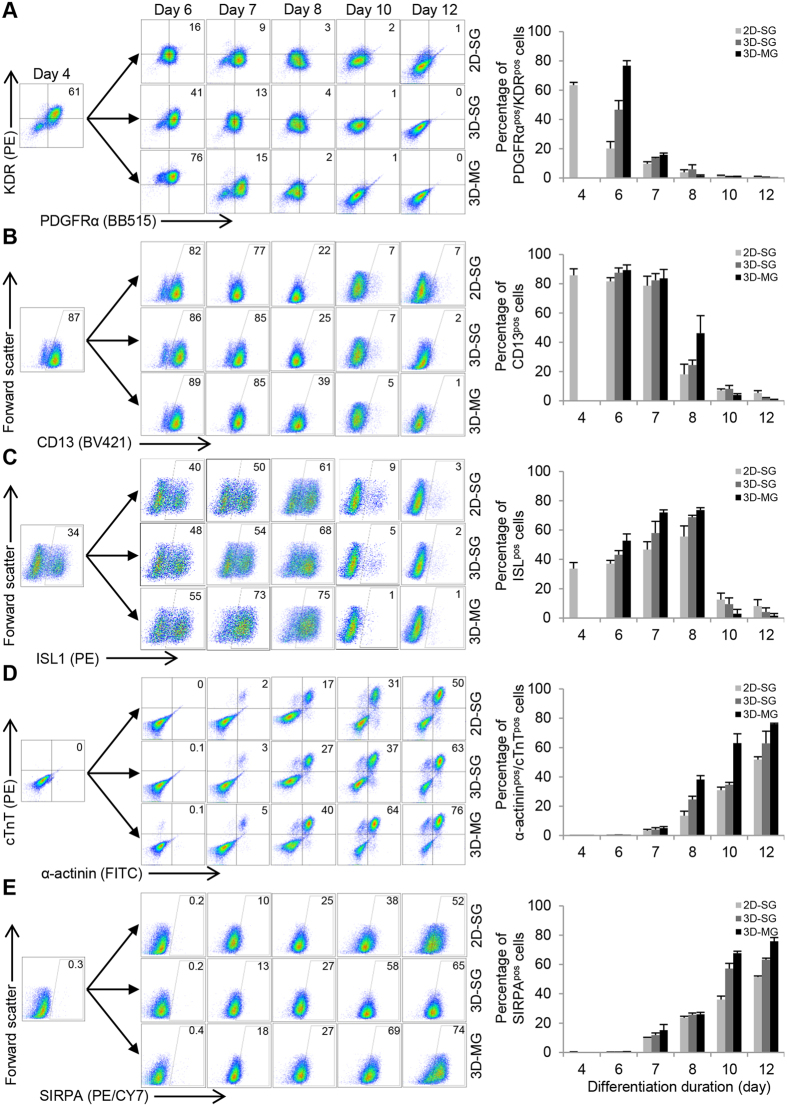
Simulated microgravity and 3D culture promote the induction of cardiac progenitors and CM differentiation. Flow cytometry analysis of cells exposed to microgravity (3D-MG) and standard gravity (2D-SG and 3D-SG) at various time points for their expression of markers associated with (1) cardiac mesoderm, (**A**) KDR/PDGFRα and (**B**) CD13; (2) cardiac progenitors, (**C**) ISL1; and (3) cardiomyocytes, (**D**) SIRPA and (**E**) cTnT/α-actinin. Data are presented as representative flow cytometry analysis and summary based on mean ± SD of 3 biological replicates.

**Figure 6:**
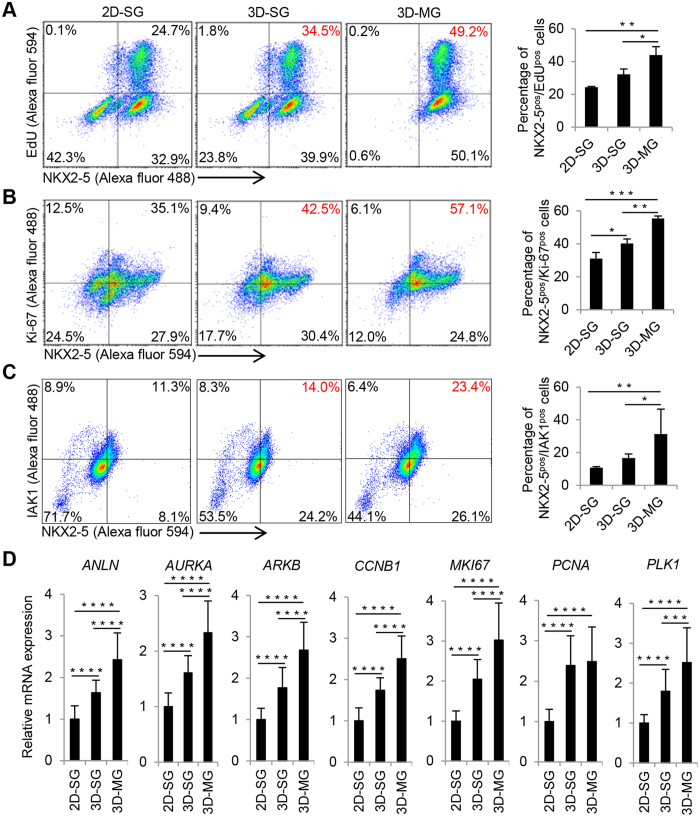
Simulated microgravity and 3D culture increase the proliferation of cardiac progenitors. (**A)** Representative images, flow cytometry analysis and summary of cells at differentiation day 10 that were co-stained with EdU and an antibody against NKX2-5, a marker for cardiac progenitors. Scale bars = 100 μm. The quantitative summary was based on flow cytometry analysis. Data are presented as mean ± SD of 3 biological replicates. Scale bar = 100 μm. (**B**) Similar analyses to (**A**) except that Ki-67 instead of EdU was co-stained with NKX2-5. (**C**) Similar analyses to (**A**) except that IAK1 instead of EdU was co-stained with NKX2-5. (**D**) Relative expression levels of genes associated with proliferation and cell cycle in cells at differentiation day 8 according to qRT-PCR. Data are presented as mean ± SD of 8 biological replicates x 3 reactions/sample. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 7:**
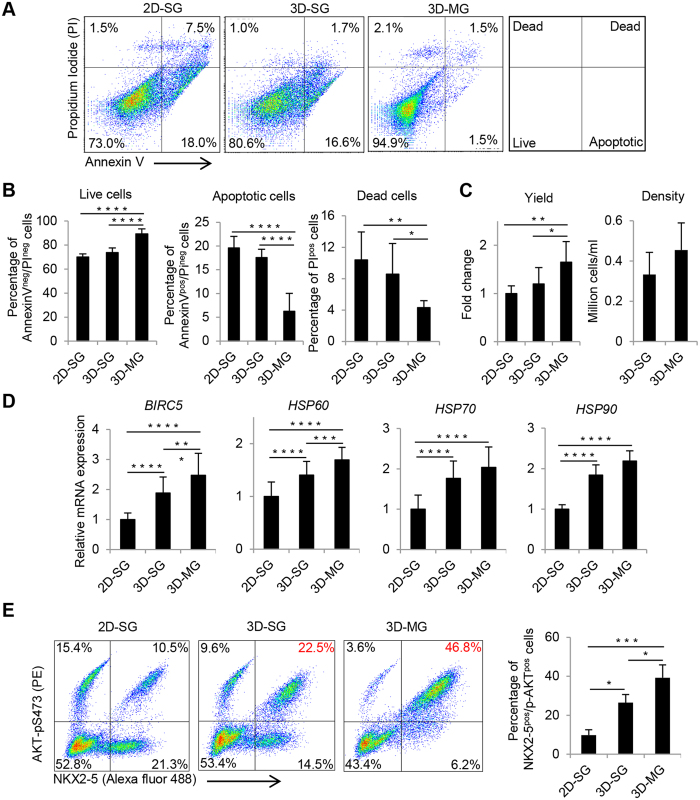
Simulated microgravity and 3D culture increase cell viability of cardiac progenitors. (**A**) Representative flow cytometry plots of viability of the cells at day 8 and assessed by Annexin V and PI. The nature of the cells in each quadrant is noted in the far-right diagram. (**B**) Summary of the viability, apoptotic and dead cells at day 8. Data are presented as mean ± SD of 8 biological replicates. (**C**) Summary of the cell yield and density. Yield was calculated based on the number of viable cells at day 8 generated from each input undifferentiated stem cell. Data are presented as mean ± SD of 8 biological replicates. (**D**) Relative expression levels of genes associated with pro-survival in cells at differentiation day 8 according to qRT-PCR. Data are presented as mean ± SD of 8 biological replicates x 3 reactions/sample. (**E**) Representative flow cytometry analysis and summary of cells at differentiation day 8 that were co-stained with p-AKT and NKX2-5. Data are presented as mean ± SD of 3 biological replicates *P < 0.05; **P < 0.01; ***P < 0.001.

# Supplementary material for: Simulated Microgravity and 3D Culture Enhance Induction, Viability, Proliferation and Differentiation of Cardiac Progenitors from Human Pluripotent Stem Cells
**Source:** Sci Rep. 2016 Aug 5;6:30956. doi: 10.1038/srep30956
**Supplement:** Supplementary Information

## **Supplementary Information**

### **Simulated Microgravity and 3D Culture Enhance Induction, Viability, Proliferation and Differentiation of Cardiac Progenitors from Human Pluripotent Stem Cells**

Rajneesh Jha, Qingling Wu, Monalisa Singh, Marcela K. Preininger, Pengcheng Han,  
Gouliang Ding, Hee Cheol Cho, Hanjoong Jo, Kevin O. Maher,  
Mary B. Wagner, Chunhui Xu

#### **Supplemental Results**

##### **Effect of the duration of simulated microgravity exposure on CM differentiation**

We determined the optimal duration of microgravity exposure to produce robust CM differentiation with high viability and purity. Day 4 IMR90 iPSCs differentiated cells were dissociated and seeded at 1500 cells/microwell to form progenitor cardiac spheres. At day 5, approximately 2400 progenitor cardiac spheres in 10 ml of RPMI-B27 medium were loaded into each Opticell disk and exposed to MG during days 5-6 (3D-MG 1 day), days 5-8 (3D-MG 3 days) and days 5-10 (3D-MG 5 days) and then transferred to SG (Fig. S2). Parallel 2D-SG and 3D-SG cultures were maintained as controls.

At day 20, these cultures were analyzed for cell viability and CM purity by flow cytometry (Fig. S2D). Both 3D-SG and 3D-MG with all durations of MG exposure significantly enhanced cell viability as compared to the 2D-SG culture ( $P < 0.001$  to  $0.05$ ). Among 3D cardiac sphere cultures, only cells in the 3D-MG 3 days culture showed significantly higher viability as compared to 3D-SG ( $P < 0.05$ ) (Fig. S2E). As detected by  $\alpha$ -actinin staining, highly enriched CMs ( $>80\%$ ) were generated in 3D cultures (Fig. S2D). Similar to the viability results, the purity of 3D-SG and 3D-MG cardiac spheres was significantly higher than that of 2D-SG ( $P < 0.0001$  to  $0.05$ ). Among 3D cells, cells exposed to MG for 3 and 5 days had significantly higher purity than cells exposed to MG for 1 day ( $P < 0.05$ ) (Fig. S2E). This suggests that a short exposure to MG for 1 day may be less effective to enrich CMs.

The yield of CMs per input of iPSC in 3D cultures was significantly (2-4 fold) higher than that of 2D-SG culture ( $P < 0.0001$  to  $0.05$ ). Among 3D conditions, 3D-SG and 3D cells exposed to MG for 1 day produced similar level of CMs, again suggesting that a short exposure to MG for 1

day may not be sufficient for robust CM differentiation. However, 3D cells exposed to MG for 3 and 5 days significantly enhanced the yield of CMs when compared to 3D-SG ( $P < 0.01$  and  $0.05$  respectively). In addition, we observed a significant increase in the yield of 3D culture exposed to MG for 3 days but not 5 days in comparison with the 3D culture exposed to MG for 1 day ( $P < 0.05$ ) (Fig. S2E).

Overall, in terms of viability, purity and yield, a 3 day exposure of 3D cells to MG was the optimal condition for robust generation and enrichment of CMs.

## **Supplemental Materials and Methods**

**Cell culture and CM differentiation.** Human iPSCs derived from IMR90 fibroblasts (WiCell Research Institute, Inc.)<sup>1</sup> and hESCs (H7 and H9, WiCell Research Institute, Inc.)<sup>2</sup> were maintained in mouse embryonic fibroblast-conditioned medium supplemented with 8 ng/ml basic fibroblast growth factor<sup>3</sup>. After cultured for 5 to 7 days until stem cell colonies occupied ~80% of the surface area, cells were dissociated with Versene (EDTA) and reseeded for CM differentiation using either growth factors (activin A and BMP4, R&D Systems)<sup>4</sup> or small molecules (CHIR99021 and Wnt-C59, SelleckChem)<sup>5</sup>. For growth factor-guided differentiation, cells were seeded on Matrigel-coated plates and cultured until compact colonies covered the wells. At the day of induction (day 0), the medium was replaced with RPMI 1640 medium supplemented with 2% B27 without insulin and 100 ng/ml activin A. After 24 h (at day 1), activin A was replaced with RPMI 1640 medium supplemented with 2% B27 without insulin and 10 ng/ml bone morphogenetic protein 4 (BMP4). Then, induced cultures were cultured for additional 4 days without any medium change. At day 5, the BMP4-containing medium was replaced with RPMI 1640 medium supplemented with 2% B27 with insulin. For differentiation using small molecules<sup>5</sup>, dissociated single cells were seeded on Matrigel-coated plates in E8 medium and cultured till reaches ~85% confluence. On day 0, cultures were treated with CHIR99021 (6  $\mu$ M) in RPMI 1640 supplemented with 2% B27 without insulin for 48 h followed by medium change. At day 3, cultures were treated with Wnt-C59 (2  $\mu$ M) in RPMI 1640 medium supplemented with 2% B27 without insulin and incubated for another 2 days. At day 5, medium was replaced with RPMI 1640 medium supplemented with 2% B27 with insulin and changed on alternate days afterwards. Cells were observed under a microscope daily for beating cells, which typically appeared after day 8-10, and were harvested at day 20 to determine CM yield and purity.

To examine the effect of dissociation and replating cardiac progenitors in 2D culture on CM differentiation, day 4 cells were dissociated and re-seeded at low ( $1.1 \times 10^5$  cells/cm<sup>2</sup>), medium ( $2.1 \times 10^5$  cells/cm<sup>2</sup>) and high ( $4.2 \times 10^5$  cells/cm<sup>2</sup>) densities on Matrigel-coated plates in 2D culture. At day 20, cells were harvested and analyzed for CM differentiation by flow cytometry analysis. Parallel intact cultures were used as a control.

**Formation of progenitor cardiac spheres.** At differentiation day 4 or 5, cells were dissociated with 0.25% trypsin/EDTA and seeded into AggreWell 400 plates (Stem Cell Technologies) to aggregate into cardiac spheres. Before cell seeding, plates with 0.5 ml/well of RPMI+B27 medium were centrifuged at 1000 g to release trapped bubbles in microwells. The density of 1500 cells/microwell was selected based on initial optimization by adding cells at 500, 1500 and 2500 cells/microwell (Fig. S1D). To prevent cell death, medium was supplemented with 10  $\mu$ M of Rock inhibitor Y-27632. Plates were centrifuged at 100 g to distribute the cells and then placed in an incubator. After 24 h spheres were transferred to suspension culture.

**Culture of 3D progenitor cardiac spheres in suspension under standard gravity and simulated microgravity.** At day 5 or 6, ~2400 progenitor cardiac spheres were injected through a syringe and a wide-bore needle into a 100 mm low attachment petri dish for 3D-SG or gas-permeable OptiCell disk (Thermo Scientific) for 3D-MG. The OptiCell disk containing spheres was completely filled with medium (up to 14 ml) to devoid of air bubbles and sealed. The spheres in the petri dish were cultured under standard gravity and the spheres in the OptiCell disk were cultured under simulated microgravity using a random positioning machine (RPM)<sup>6, 7</sup>. The OptiCell disk was fixed close to the center of the platform in the RPM which was positioned in the same incubator as the 3D control cultures under standard gravity. A parallel 2D culture under standard gravity was also maintained as a control. Medium was changed every 2 days and spheres exposed to simulated microgravity for 3 days and then transferred to standard gravity.

The RPM is a 3D clinostat that can simulate microgravity by altering the position of the platform through two frames, an inner frame and an outer frame which can continuously rotate in a random mode, where rotation speeds and directions are randomized using a software developed by the Dutch Space Agency (version 1.3.5, Leiden, the Netherlands). This continuous movement of the gravity vectors averages the vector to zero over time based on a method of “gravity-vector-

averaging”, allowing cells in the OptiCell disks on the platform to be exposed to simulated microgravity<sup>7,8</sup>.

**Flow Cytometry.** Flow cytometry analysis was performed as described previously<sup>9</sup>. Cells were harvested at appropriate time points by incubating with 0.25% trypsin-EDTA at 37°C for 10 min and subsequently neutralized by 10% FBS in DMEM. For the dissociation of differentiation cultures, 2D cells were triturated for 5-10 times and 3D cardiac spheres were triturated about 20-25 times because they were harder to be dissociated and required more trituration. Cells were counted, aliquoted at  $5 \times 10^5$  cells/ test, and used for staining target proteins and for corresponding isotype controls and compensation controls. Then cells were washed once with PBS (5 ml/tube) and suspended in 0.5 ml staining buffer (PBS containing 2% heat-inactivated FBS) containing ethidium monazide (EMA, a dye for the detection of dead cells) at 1  $\mu\text{g/ml}$  and incubated in dark on ice for 15 min. Further, cells were pelleted, resuspended in 1 ml PBS and exposed to bright light for 10 min by placing tubes horizontally on ice bed. Cells were washed once with 2 ml PBS and fixed in 2% paraformaldehyde (PFA) at room temperature for 15 min by adding 4% PFA (0.5 ml) in equal volumes of cell suspension. For surface staining, cells were blocked with 20% normal goat serum in staining buffer for 30 min and then incubated with conjugated antibody for 30 min on ice, washed two times and stained with Live/Dead fixable dead cell staining kits (Life Technologies) and further analyzed by flow cytometry. For intracellular staining, cells were washed again, resuspended in 100  $\mu\text{l}$  of PBS, permeabilized by adding 900  $\mu\text{l}$  of ice cold absolute methanol, and then incubated on ice for 30 min. Cells were washed once and blocked with blocking solution (20% normal goat serum [Invitrogen] in staining buffer) at room temperature for 30 min. After blocking, cells were washed and incubated for 20 min at room temperature with primary antibody or isotype control in 100  $\mu\text{l}$  of BS. Cells were washed 2 times and incubated for 15 min at room temperature in dark with the corresponding secondary antibodies. Cells were then again washed 3 times and resuspended in 200  $\mu\text{l}$  of staining buffer. For phosphorylated-AKT staining, cells were fixed in Fix Buffer I (BD Biosciences) for 10 min at 37°C then permeabilize with BD Perm Buffer III on ice for 30 min and further staining procedure was followed.

For multi-color flow cytometry analysis of surface markers for cardiac progenitors (CD13, KDR and PDGRR $\alpha$ ) and for CMs (SIRPA), single cell suspension ( $1 \times 10^6$  cells/test) were blocked using 20% normal goat serum and then incubated with a mixture of antibodies in 100  $\mu\text{l}$  on ice for

30 min. The cells were washed two times with 4% FBS in D-PBS and subsequently stained with Fixable Live/Dead Near-IR (Life Technologies) for 30 min on ice following manufacturer's instruction. Cells were fixed in 2% PFA for 30 min at room temperature, washed and kept at 4°C till flow cytometric acquisition.

For flow cytometry analysis of intracellular markers for CMs (cTnT and  $\alpha$ -actinin) or cardiac progenitors (ISL1), cells were stained with Fixable Live/Dead Near-IR and fixed in 2% PFA, subsequently cells were permeabilized by incubating with absolute methanol on ice for 30 min and then blocked using 20% normal goat serum. Further, cells were stained with either conjugated antibodies or sequentially stained with primary and secondary antibodies.

Stained cells were analyzed by BD FACS Canto II or FACS Aria II by adjusting voltage and color compensation using appropriate excitation and detection channels. Forward versus side scatter quadrants were defined and at least 10,000 live cells were acquired. Finally, dot plots were generated upon data analysis using FlowJo software to display the percentage of cell populations. All antibodies are listed in Table S2.

Of note, the majority of  $\alpha$ -actinin<sup>pos</sup> cells in our CM differentiation cultures were also positive for CM-specific markers. Almost all  $\alpha$ -actinin<sup>pos</sup> cells were positive for a CM-specific transcription factor, NKX2-5, as detected by immunostaining (Fig. S8A). Similarly, ~95-97% of the  $\alpha$ -actinin<sup>pos</sup> cells were positive for another CM-specific marker, cTnT (cardiac troponin T), as examined by flow cytometry analysis (Fig. S8B). These results were consistent with previous studies showing that almost all  $\alpha$ -actinin<sup>pos</sup> cells were co-stained with NKX2-5<sup>10</sup> and that the percentage of  $\alpha$ -actinin<sup>pos</sup> cells was similar to the percentage of cTnT<sup>pos</sup> in CM differentiation cultures derived from hESCs<sup>11</sup>. Thus, flow cytometry of  $\alpha$ -actinin was used to identify CMs in differentiation cultures in this study.

We selected NKX2-5 as a marker to monitor proliferation of cardiac cells since NKX2-5 is a transcription factor that is associated with precardiac mesoderm and persists in the heart during development. As shown in our previous study<sup>10</sup>, the expression of NKX2-5 was detectable as early as differentiation day 6 and increased overtime. At differentiation day 8, about a half of NKX2-5<sup>pos</sup> cells were also positive for  $\alpha$ -actinin, a CM-associated sarcomeric protein, and by day 23, almost all NKX2-5<sup>pos</sup> cells were positive for  $\alpha$ -actinin<sup>10</sup>.

## **Immunocytochemical analysis**

Differentiation cultures were dissociated and re-plated on a Matrigel-coated 96 well culture plate at a density of  $2\text{-}5 \times 10^4$  cells/well and cultured for two days before fixation. On the day of immunostaining, cells were washed with cold PBS, fixed in 2% PFA at room temperature for 15 min, and permeabilized in cold ethanol for 2 min at room temperature. Cells were washed and blocked with 3% BSA or 5% normal goat serum in PBS at room temperature for 1-2 h and incubated with the primary antibodies specified in Table S2 in 3% BSA or 1% normal goat serum overnight at 4°C. After incubation with the primary antibody, cells were washed thrice with PBS for 5 min each with gentle agitation to get rid of the unbound primary antibody. Cells were then incubated with the corresponding conjugated secondary antibody at room temperature for ~45 min, in the dark, then washed thrice with PBS and counterstained with Vectorshield mounting medium containing DAPI (Vector Laboratories, #H-1200). Imaging was performed using the inverted microscope (Axio Vert.A1).

### **qRT-PCR**

Total RNA was extracted from differentiation cells at day 8 or at day 20 according to the manufacturer's recommendation using Aurum total RNA mini kit (Bio-Rad). Briefly,  $\sim 2 \times 10^6$  cells were rinsed once with 1 ml PBS and replaced with 350  $\mu$ l lysis solution supplemented with 1%  $\beta$ -mercaptoethanol, then pipetted up and down several times to lyse the cells thoroughly. Lysed cells were collected in RNase and DNase-free 1.5 ml tubes and kept at -80°C until RNA isolation. Individual RNA sample (1  $\mu$ g) was reverse transcribed by adding 100 U of Superscript III enzyme and random primers in 20  $\mu$ l reaction mixture containing Vilo reaction buffer as per manufacturer's instruction in SuperScript VILO™ cDNA Synthesis Kit (Life Technologies). Reaction mixture was then incubated at 3 different temperature cycles: 25°C for 10 min, 42°C for 2 h and 25°C for 5 min in Bio-Rad C1000 touch thermal cycler. One reaction without superscript III (minus RT) was also used as negative control. Further, reaction mixture was diluted 10 times to 200  $\mu$ l and 2  $\mu$ l cDNA was used for real-time PCR. Human specific PCR primers (Table S3) for different genes were retrieved from open access websites (<http://primerdepot.nci.nih.gov/> or <http://pga.mgh.harvard.edu/primerbank/>) and all primers were synthesized by IDT at 25 nmoles scale. Real-time PCR reaction was performed in 20  $\mu$ l mixture containing 2x iTaq SyBr green master mix, 2  $\mu$ l of cDNA mix, and 200 nM of forward and reverse primers. Reaction cycle was initial denaturation step at 95°C for 10 min, 40 cycles of two-step PCR with 15 sec of denaturation

at 95°C followed by 1 min of annealing/extension at 60°C. A melt curve was generated for all reactions to check for product integrity and primer-dimer formation as default settings in Applied Biosystems 7500 real-time PCR systems. mRNA levels for each sample were normalized to GAPDH mRNA levels and then expressed as a relative fold changes as compared with mRNA levels in 2D-SG control.

### **Calcium imaging**

Differentiation cultures at day 20 were dissociated with 0.25% trypsin-EDTA and seeded onto sterile, Matrigel (1:30 dilution)-coated 25x25x1 mm glass coverslips and cultured for 10-30 days. Live cell imaging of intracellular calcium transients was performed to assess functional characteristics of CMs. The cells on coverslips were incubated with 5  $\mu$ M of the calcium dye Fluo-4 AM (Life Technologies) for 15 min at 37°C, then transferred to a temperature-controlled microscope chamber and perfused at 37°C with modified Tyrode's solution (140 mM NaCl, 4 mM KCl, 2 mM CaCl<sub>2</sub>, 1 mM MgCl<sub>2</sub>, 10 mM HEPES, and 5 mM glucose, pH adjusted to 7.4 with NaOH)<sup>12</sup>. Recordings of intracellular calcium fluorescence were acquired when the cells were paced at 1 Hz at 40x magnification using an inverted laser confocal scanning microscope Olympus FV1000 equipped with FluoView software (Olympus). The recordings were exported and analyzed with ClampFit 10.0 software (Molecular Devices) as described<sup>13</sup>.

### **Electrophysiological measurements of action potentials**

Action potentials of single beating cells were recorded in a current-clamp mode using an Axon 200B amplifier at 37°C. Patch glass pipettes were filled with an intracellular solution containing (in mM) 9 KCl, 130 K- glutamate, 8 NaCl, 0.5 MgCl<sub>2</sub>, 5 Mg-ATP, 10 EGTA, and 10 HEPES to the final resistance of 3-5 M $\Omega$ . The pH was adjusted to 7.3 with KOH. The perfusion bath solution was normal Tyrode's containing (in mM) 140 NaCl, 5 KCl, 1 CaCl<sub>2</sub>, 1 MgCl<sub>2</sub>, 10 glucose, and 10 HEPES. The pH was adjusted to 7.4 with NaOH.

Data were digitized at 10 kHz, low-pass filtered at 5 kHz, and analyzed with pClamp 9. Electrophysiological parameters measured included: N, cell number; dV/dt, max, maximum action potential upstroke velocity; MDP, maximum diastolic membrane potential; APA, action potential amplitude; APD50, action potential duration at 50% of repolarization; APD90, action potential duration at 90% of repolarization. The CMs were categorized as a nodal type if all of the following

three criteria were met<sup>10</sup>: a MDP  $\geq -50$  mV, an APA  $\leq 90$  mV, and APD90/APD50  $\geq 1.7$ . Following these criteria, the ‘nodal’ type myocytes exhibited a substantially slower dV/dt<sub>max</sub>, which is one of the distinguishing features of the native nodal pacemaker cells’ action potential morphology. All other CMs were categorized as working-type CMs. We did not sub-classify the working-type CMs into ventricular and atrial CMs due to the immature nature of hPSC-CMs. Immature human (neonatal) atrial CMs have longer ADP50 and ADP30 than adult atrial CMs<sup>14</sup>, thus it is difficult to accurately distinguish immature atrial CMs from immature ventricular CMs. N = 5-10 cells of each subtype from 3D-MG were compared with those from 3D-SG.

### **Microelectrode array recording**

Electrophysiological properties and pharmacological responses of CMs were analyzed using a 64-channel Muse microelectrode array (MEA) data acquisition system (Axion Biosystems). MEA chambers were cleaned with absolute ethanol, dried and subsequently incubated for 1 h with fibronectin (50  $\mu$ g/ml). CMs at differentiation day 20 generated from 2D-SG, 3D-SG and 3D-MG cultures were re-plated onto fibronectin-coated MEA chambers. Cells were maintained in RPMI-B27 medium for additional 2 days to recover beating before the recording. Using this system, extracellular potentials of CMs were detectable from electrodes on an MEA chamber. To examine the effect of pharmacological drugs at different concentrations, cells were treated with isoproterenol (1  $\mu$ M), carbamylcholine (10  $\mu$ M), phenylephrine hydrochloride (100  $\mu$ M), and nifedipine (1  $\mu$ M and 10  $\mu$ M). Extracellular recordings were performed for 1 min at the baseline prior to the application of drugs. Further, cells were incubated with drugs for 5 min at 35°C and pharmacological responses were then recorded for 1 min. Beating frequency was analyzed with the AxIS software and Excel. Field potential duration (FPD) was analyzed with the Clampfit 10.4 software and Excel, and normalized mean corrected FPD (cFPD) was generated by normalizing FPD with the beating rate<sup>15</sup>.

**Cell viability staining.** Live and dead staining was performed before and after dissociation of 2D-SG, 3D-SG and 3D-MG cultures using LIVE/DEAD Viability/Cytotoxicity Kit and FITC Annexin V and propidium iodide (PI) kit (Life Technologies), respectively. For the staining of intact cultures, cultures at day 8 and day 20 were washed with phenol red-free RPMI 1640 medium and incubated for 30 min in the same medium containing ethidium homodimer (1  $\mu$ M) and calcein

(0.5  $\mu$ M) for the detection of dead and live cells, respectively. Cultures were then washed twice with PBS, resuspended in the phenol red-free RPMI 1640 medium and imaged using a microscopy. Ethidium homodimer enters through the dead and damaged cells and produces bright red fluorescence (ex/em ~495 nm/~635 nm) upon binding to nucleic acids. The live cells were detected by the presence of ubiquitous calcein with strong green fluorescence (ex/em ~495 nm/~515 nm).

For Annexin V/PI staining, cultures at day 8 were dissociated using 0.25% trypsin-EDTA and analyzed for cell viability using flow cytometry. Single cells ( $1 \times 10^6$  cells/test) were washed with PBS and co-stained using PI, which stains dead cells, and FITC-conjugated Annexin V, which stains apoptotic cells because it has high affinity for phosphatidylserine, a phospholipid that is normally found inside the cell membrane but is transferred to the outer layer of the cell membrane when cells undergo apoptosis<sup>16</sup>. Cells were resuspended in 5  $\mu$ l of FITC-conjugated Annexin V in 100  $\mu$ l of Annexin labeling solution containing 10 mM HEPES (pH 7.4), 140 mM NaCl, 5 mM  $\text{CaCl}_2$ , and 1  $\mu$ l of PI (100  $\mu$ g/ml) and incubated at room temperature for 15 min. After the incubation period, 400  $\mu$ l of 1X Annexin-binding buffer was added to the cells and mixed gently, and samples were kept on ice. At least 10,000 events were analyzed immediately by flow cytometry using the fluorescence emission at 530 nm (FL1) and >575 nm (FL3). The populations were separated into 3 groups: (1) live cells showing only a low level of fluorescence (Annexin  $\text{V}^{\text{neg}}\text{PI}^{\text{neg}}$ ), (2) apoptotic cells showing green fluorescence (Annexin  $\text{V}^{\text{pos}}\text{PI}^{\text{neg}}$ ), and (3) dead cells showing both red and green fluorescence (Annexin  $\text{V}^{\text{pos}}\text{PI}^{\text{pos}}$ ).

**Proliferation assay.** Cardiac progenitors at differentiation day 8 were dissociated and re-seeded on a Matrigel-coated 96-well plate at a density of  $2-5 \times 10^4$  cells/well for immunocytochemical analysis. The 5-ethynyl-2'-deoxyuridine (EdU) staining was done using Click-iT Plus EdU Imaging Kit (Life Technologies, #C10639). One day after cell seeding for immunocytochemical analysis and intact cultures for flow cytometry (day 9), cells were washed twice with 3% bovine serum albumin (BSA) in PBS and replaced with 100  $\mu$ l or 500  $\mu$ l of the fresh medium per well. After incubation at 37°C for about 2 h, cells were treated with 100  $\mu$ l or 500  $\mu$ l of 2X working solution in RPMI B27 medium containing EdU (final concentration 10  $\mu$ M) and incubated overnight at 37°C. The EdU, a nucleoside analogue of thymidine, can be incorporated selectively during active DNA synthesis, hence the proliferative cells will incorporate EdU in their DNA<sup>17</sup>.

Next day (day 10), cells were washed twice for immunocytochemical analysis with 3% BSA in PBS and fixed with 4% PFA for 15 min and permeabilized in cold ethanol for 2 min at room temperature. For flow cytometry, cells were washed twice and fixed with 2% PFA for 15 min at room temperature and permeabilized with ice-cold methanol for 30 min on ice in dark. Further, blocking was performed using 20% normal goat serum for 30 min at room temperature. Cells were washed and incubated with the EdU Click IT cocktail containing Click-iT reaction buffer, CuSO<sub>4</sub>, Alexa Fluor 594 Azide, and reaction buffer additive according to the manufacturer's guidelines for 30 min in the dark at room temperature. Further, EdU-treated cells were incubated with NKX2-5 primary antibody and a separate staining was also performed for the co-staining of NKX2-5 with Ki-67 or IAK1 in PBS containing 3% BSA for 1 h at room temperature in dark and then washed thrice with PBS for 5 min each with gentle agitation to get rid of the unbound primary antibody. Cells were then incubated with the corresponding conjugated secondary antibody (Anti-rabbit IgG-Alexa 594 and Anti-mouse IgG-Alexa 488) in the dark for about 30-45 min. For immunocytochemical analysis, cells were washed thoroughly and counterstained with Vectorshield mounting medium containing DAPI (vector laboratories, #H-1200) and imaging was performed using the inverted microscope (Zwiss Axio Vert.A1). For flow cytometry, cells were washed 3 times and acquired on BD LSR II machine using appropriate emission and excitation channels and dot plots were generated.

### **RNA-Seq library preparation and sequencing**

Libraries were prepared using the Illumina TruSeq RNA kit (Illumina Inc. San Diego, CA, USA) as per manufacturer's instructions. Briefly, 1000 ng of total RNA samples from 3 independently derived cardiac progenitors at day 8 were used for library preparation. The TruSeq method (Low-Throughput protocol) employs two rounds of poly-A based mRNA enrichment using oligo-dT magnetic beads followed by mRNA fragmentation using cations at high temperature. First and second strand cDNA synthesis was performed followed by end repair of the blunt cDNA ends. One single "A" base was added at the 3' end of the cDNA followed by ligation of barcoded adapter unique to each sample. The adapter-ligated libraries were then enriched using PCR amplification. The amplified library was validated using a High Sensitivity DNA chip on the Agilent Bioanalyzer. The libraries were further quantified on Qubit 2.0 Fluorometer (Life Technologies, Grand Island, NY, USA) using the High Sensitivity dsDNA assay. The libraries were normalized and 8 samples

were multiplexed in each lane of the flowcell. PhiX was used as an internal control on each lane to monitor the error statistics. Cluster generation was performed on the V3 flowcell on the Illumina cBot. The clustered flowcell was then sequenced on the Illumina HiSeq1000 system employing a single-end 101 cycles run and reads were demultiplexed using Illumina CASAVA version 1.8.2. Reads were mapped to the Human genome reference (hg19) using the STAR Aligner version 2.4.0g1. Transcript quantitation was done with htseq-count version 0.6.1pl using the hg19 RefSeq annotation downloaded from the UCSC Genome Browser. 

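A table of normalized counts accompanies the raw counts of the 6 libraries. Every normalized count was the raw count divided by a single size factor for its library, with a largest relative deviation of 5.0e-15. The size factors were 1.19, 1.12 and 0.943 for replicates 1, 2 and 3 of 3D-SG and 1.02, 0.821 and 0.959 for those of 3D-MG. The factors of the TMM method, which correct the library totals for composition, were between 0.992 and 1.02. The 10 genes with the most counts held 4.91% to 5.22% of each library, so that no few genes took most of the counts. With DESeq2's own filter on low means, betaPrior and the replicate block, 13662 genes received an adjusted p and 6050 did not.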

Further, normalized expression table was generated and significantly (adjusted  $P < 0.1$ ) altered genes were identified using statistical software package DESeq2 version 1.6.3.

### **Statistical analysis**

For the statistical analysis, data were transformed using formula  $Y' = \arcsine(\sqrt{Y})$  to fit into the assumption of parametric statistical test<sup>18</sup>. Further, histogram and density plot prior to and after transformation of data were performed to check if residuals were similar or not. Since the residuals were similar, original data were shown as bar graphs and transformed data were analyzed by one-way ANOVA with post Turkey's multiple comparison test using GraphPad Prism 6 statistical package software. For MEA recordings, three separate random intercept models were performed and the data were considered clustered as same subject measured multiple times in the random intercept model and fit using an unstructured co-variance matrix. A post-hoc turkey-kramer multiple comparison procedure was used to make pair-wise comparisons between the three groups. Both raw and studentized residuals were visually assessed for normality using histogram and QQ-plots. For calcium imaging analysis, Mann-Whitney U test was performed using JMP statistical software package. All data were expressed as mean  $\pm$  SD and P values  $<0.05$  were considered as significant.

### **Supplemental References**

1. Yu, J. et al. Induced pluripotent stem cell lines derived from human somatic cells. *Science* **318**, 1917-1920 (2007).
2. Thomson, J.A. et al. Embryonic stem cell lines derived from human blastocysts. *Science* **282**, 1145-1147 (1998).

3. Xu, C. et al. Feeder-free growth of undifferentiated human embryonic stem cells. *Nature Biotech.* **19**, 971-974 (2001).
4. Nguyen, D.C. et al. Microscale generation of cardiospheres promotes robust enrichment of cardiomyocytes derived from human pluripotent stem cells. *Stem Cell Reports* **3**, 260-268 (2014).
5. Burridge, P.W. et al. Chemically defined generation of human cardiomyocytes. *Nat Methods* **11**, 855-860 (2014).
6. Pardo, S.J. et al. Simulated microgravity using the Random Positioning Machine inhibits differentiation and alters gene expression profiles of 2T3 preosteoblasts. *Am J Physiol Cell Physiol* **288**, C1211-1221 (2005).
7. Patel, M.J. et al. Identification of mechanosensitive genes in osteoblasts by comparative microarray studies using the rotating wall vessel and the random positioning machine. *J Cell Biochem* **101**, 587-599 (2007).
8. van Loon, J.J. Some history and use of the random positioning machine, RPM, in gravity related research. *Adv Space Res* **39**, 1161-1165 (2007).
9. Jha, R., Xu, R.H. & Xu, C. Efficient differentiation of cardiomyocytes from human pluripotent stem cells with growth factors. *Methods Mol Biol* **1299**, 115-131 (2015).
10. Xu, C. et al. Efficient generation and cryopreservation of cardiomyocytes derived from human embryonic stem cells. *Regen Med* **6**, 53-66 (2011).
11. Zhu, W.Z. et al. Neuregulin/ErbB signaling regulates cardiac subtype specification in differentiating human embryonic stem cells. *Circ Res* **107**, 776-786 (2010).
12. Wagner, M.B., Wang, Y., Kumar, R., Tipparaju, S.M. & Joyner, R.W. Calcium transients in infant human atrial myocytes. *Pediatr Res* **57**, 28-34 (2005).
13. Lee, Y.K. et al. Calcium homeostasis in human induced pluripotent stem cell-derived cardiomyocytes. *Stem Cell Rev* **7**, 976-986 (2011).
14. Wang, Y. et al. Differences in transient outward current properties between neonatal and adult human atrial myocytes. *J Mol Cell Cardiol* **35**, 1083-1092 (2003).
15. Navarrete, E.G. et al. Screening drug-induced arrhythmia events using human induced pluripotent stem cell-derived cardiomyocytes and low-impedance microelectrode arrays. *Circulation* **128**, S3-13 (2013).

16. Vermes, I., Haanen, C., Steffens-Nakken, H. & Reutelingsperger, C. A novel assay for apoptosis. Flow cytometric detection of phosphatidylserine expression on early apoptotic cells using fluorescein labelled Annexin V. *J Immunol Methods* **184**, 39-51 (1995).
17. Salic, A. & Mitchison, T.J. A chemical method for fast and sensitive detection of DNA synthesis in vivo. *Proc Natl Acad Sci U S A* **105**, 2415-2420 (2008).
18. McDonald, J.H. Data transformations. (Sparky House Publishing, 2014).

**Table S1. List of Top 30 Genes Significantly Altered in 3D-MG as Compared with 3D-SG at Differentiation Day 8**

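The 60 genes of Table S1, 30 listed as up-regulated and 30 as down-regulated, were chosen by the study on the same 6 libraries, so their recomputation is no independent evidence. All 60 genes had the listed direction in edgeR's quasi-likelihood test without the block, 40 of them with an unadjusted p under 0.05, and 0 with an adjusted p under 0.1. The groups were separated for 25 of the 60 genes, and 59 moved in the listed direction in all 3 pairs. With the replicate block in edgeR, 60 had the listed direction, 60 had an unadjusted p under 0.05, and 2 had an adjusted p under 0.1. With DESeq2, betaPrior and the replicate block, 58 of the 60 were called in the listed direction, and their log2 fold changes differed from those of Table S1 by at most 0.00333. The exceptions were *SLC7A7* and *DENND1B*, each with an adjusted p of 0.109 against the paper's reported 0.0961 and 0.0965. The median absolute log2 fold change of the 60 genes was 0.68 in edgeR, which does not shrink fold changes, 0.47 in DESeq2 with betaPrior and the block, and 0.47 in the paper's table.

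*CYP1B1*, the leading gene of the up-regulated list, lies on chromosome 2 of GRCh37 from 38294116 to 38337044, and its exons overlap the antisense gene *CYP1B1-AS1*. It had 49.6 ± 51.8 (SD, n = 3) normalized counts in 3D-SG and 228 ± 156 (SD, n = 3) in 3D-MG, a log2 fold change of 2.18 (standard error 0.76, adjusted p = 0.908 from edgeR's quasi-likelihood test). With the block it was 2.38 (adjusted p = 0.0829), and the 3D-MG library was higher in 3 of 3 pairs. *MMP9*, the leading gene of the down-regulated list, lies on chromosome 20 from 44637547 to 44645200. It had 407 ± 286 (SD, n = 3) normalized counts in 3D-SG and 69.0 ± 31.2 (SD, n = 3) in 3D-MG, a log2 fold change of -2.58 (standard error 0.60, adjusted p = 0.908) without the block and -2.45 (adjusted p = 0.0541) with it. Leaving out the 3D-SG culture of replicate 2 gave 3.52 for *CYP1B1*, and over the alternatives the adjusted p ranged from 4.6e-17 to 1.00 for *CYP1B1* and from 3.2e-26 to 1.00 for *MMP9*.

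Of the genes that DESeq2 with betaPrior and the block called, 24 up-regulated and 46 down-regulated genes are outside Table S1. The table held 28 of the 30 largest rises and 29 of the 30 largest falls among those calls. *RUNX2* (shrunken log2 fold change 0.49, adjusted p = 0.0337) and *TRIM55* (-0.53, adjusted p = 0.0171) had changes of that size and are not in the table, and were named after their values were seen.

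**Figure D3:**
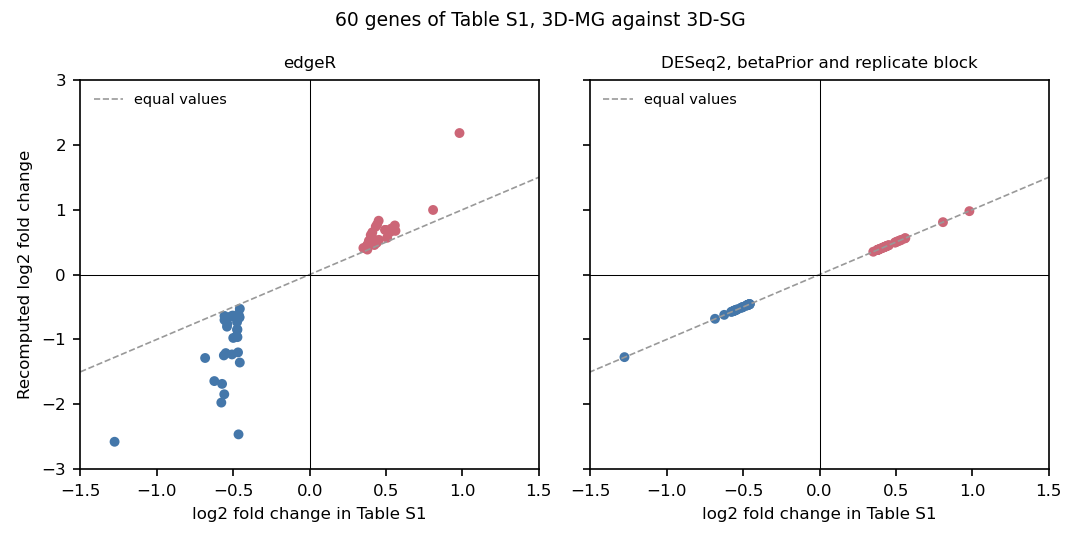
Log2 fold change of the 60 genes of Table S1 recomputed from the raw counts against the value in the table, with edgeR without a block on one side and DESeq2 with betaPrior and the replicate block on the other. All 60 points lie in the quadrants of the listed direction, and with DESeq2 they lie within 0.00333 of the line of equal values.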

Note: RNA samples from 3 independently derived cardiac progenitors at day 8 were used.

**Table S2. Antibodies**

**Table S3. Primers List for qRT-PCR.**

Note: primers were retrieved from open access websites (<http://primerdepot.nci.nih.gov/> or <http://pga.mgh.harvard.edu/primerbank/>)

Movie S1. 2D-SG Culture at Differentiation Day 20

Movie S2. 3D-SG Culture at Differentiation Day 20

Movie S3. 3D-MG Culture at Differentiation Day 20

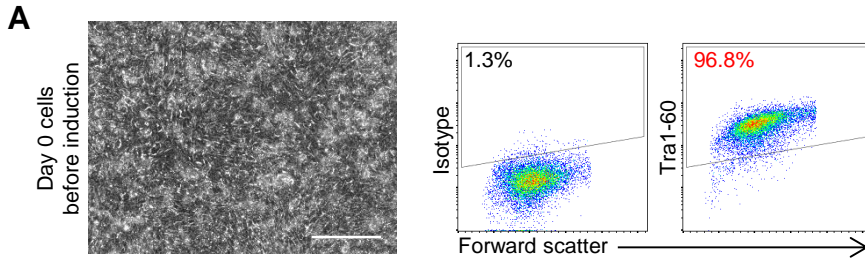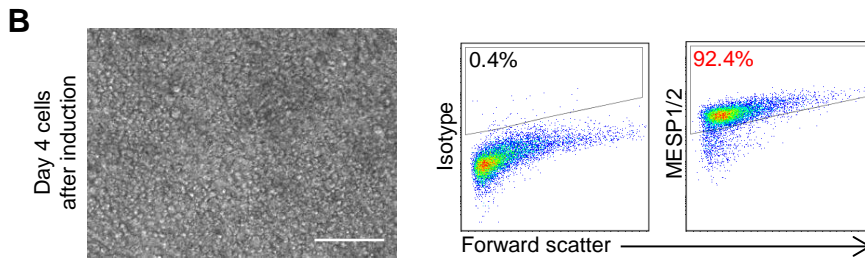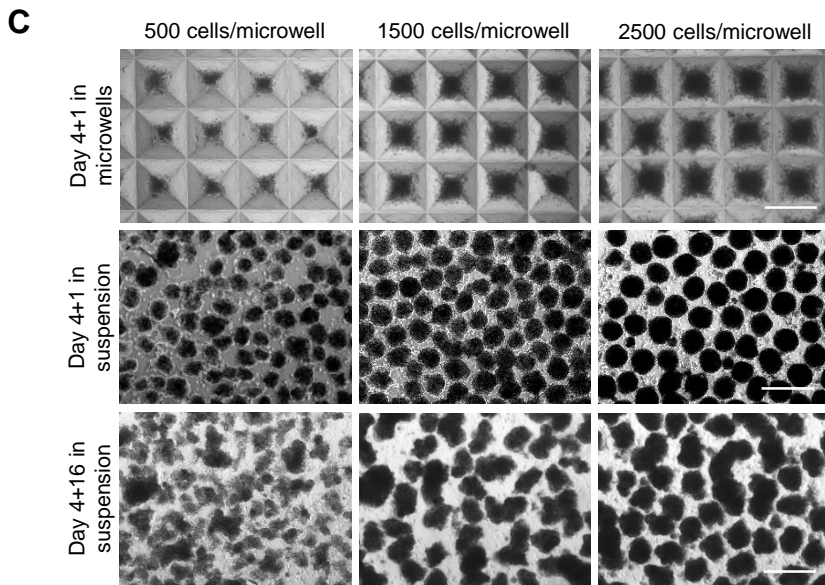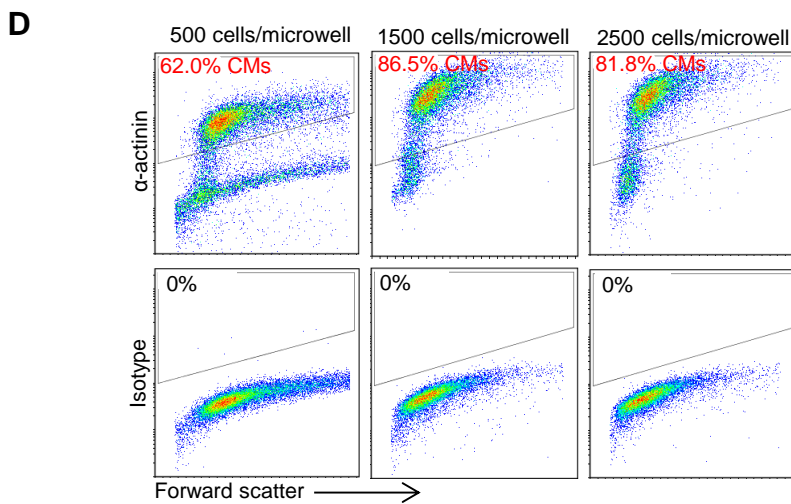

**Figure S1. Microscale formation of progenitor cardiac spheres.** (A) hPSCs were induced to differentiate into CMs using activin A and BMP4. At day 0 before the induction, cells displayed as a layer of compact cells and ~97% of the cells expressed TRA1-60, a stem cell marker, as analyzed by flow cytometry. Scale bars = 200  $\mu\text{m}$ . (B) At day 4, the cells lost the typical undifferentiated cell morphology but still displayed as a layer of compact cells. The majority of the day 4 cells (~95%) expressed MESP1/2, a marker for cardiac mesoderm, as analyzed by flow cytometry. Scale bars = 200  $\mu\text{m}$ . (C) Morphologies of cells in a microwell plate seeded at the densities of 500, 1500 and 2500 cells/microwell at 24 h after the seeding (top panel) and additional 2 days in suspension cultures (bottom panel). Scale bar = 400  $\mu\text{m}$ . (D) Flow cytometry analysis of  $\alpha$ -actinin positive cells at differentiation day 20.

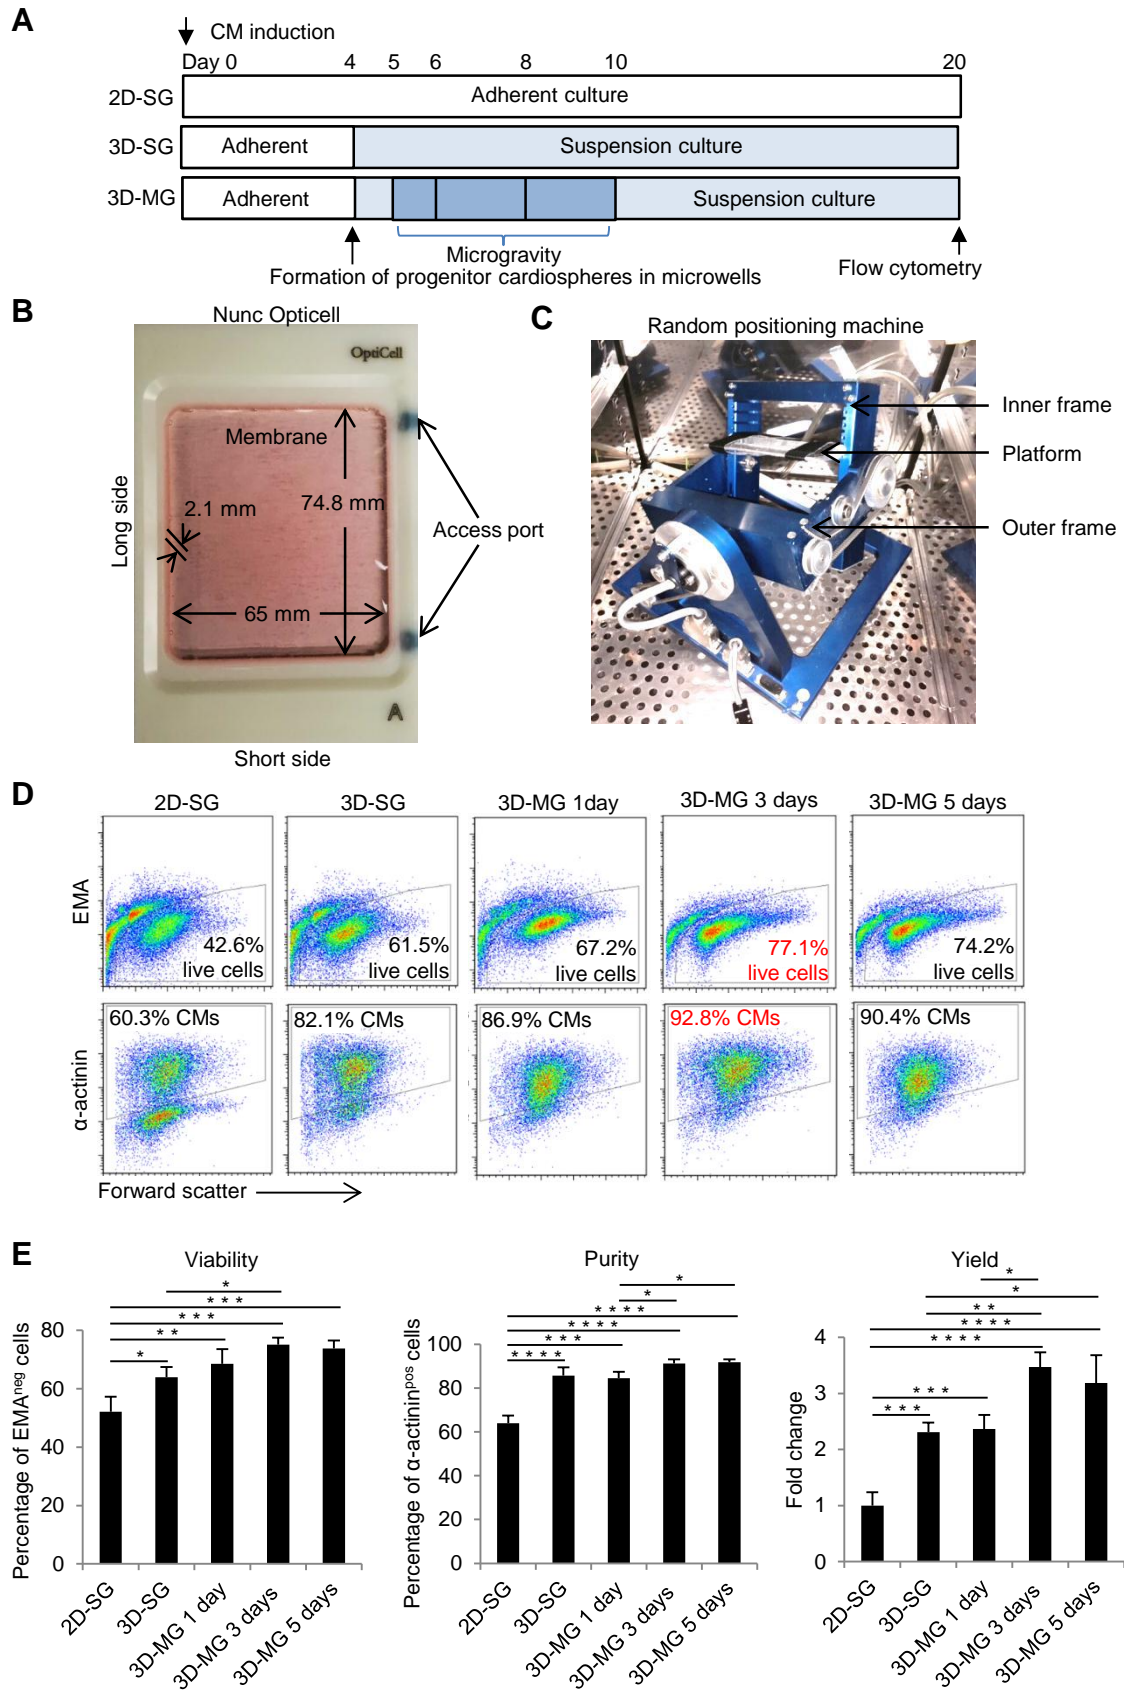

**Figure S2. Effect of the duration of exposure to simulated microgravity on CM differentiation.** (A) Experimental design. hPSCs in 2D cultures were induced to differentiate into CMs at day 0 using a growth factor-guided method. At day 4, cells were dissociated and forced to aggregate into progenitor cardiac spheres. The spheres were cultured under simulated microgravity at days 5-6 (3D-MG 1 day), days 5-8 (3D-MG 3 days) or days 5-10 (3D-MG 5 days) and then maintained under standard gravity until day 20. Parallel 2D and 3D cultures under standard gravity throughout, designated as 2D-SG and 3D-SG cultures, respectively, were maintained. At day 20, cells were harvested and analyzed for cell viability, CM purity and cell yield. (B) OptiCell disk is a sealed cell culture disk formed between two optically clear, gas-permeable polystyrene membranes and contains two ports that allow access to the contents via a wide-bore needle attached with a syringe. The disk can be filled with 10- to 14-ml of medium and has 75 x 65 x 2 mm internal dimensions. (C) Random Positioning Machine (RPM) is composed of two motors that independently control the rotation of the outer and inner frames in random directions. OptiCell disks are mounted at the center of the platform attached to the inner frame. (D) Representative flow cytometry analysis. Cell viability was analyzed by EMA staining and EMA negative cells were identified as live cells. Purity of CMs was analyzed by intracellular staining of  $\alpha$ -actinin, a CM-associated marker. (E) Summary of cell viability, CM purity, and cell yield at differentiation day 20 from IMR90-hiPSCs exposed to simulated microgravity for 1, 3 or 5 days. Data are presented as mean  $\pm$  SD of 3 biological samples for each culture condition. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ , \*\*\*\*,  $P < 0.0001$ .

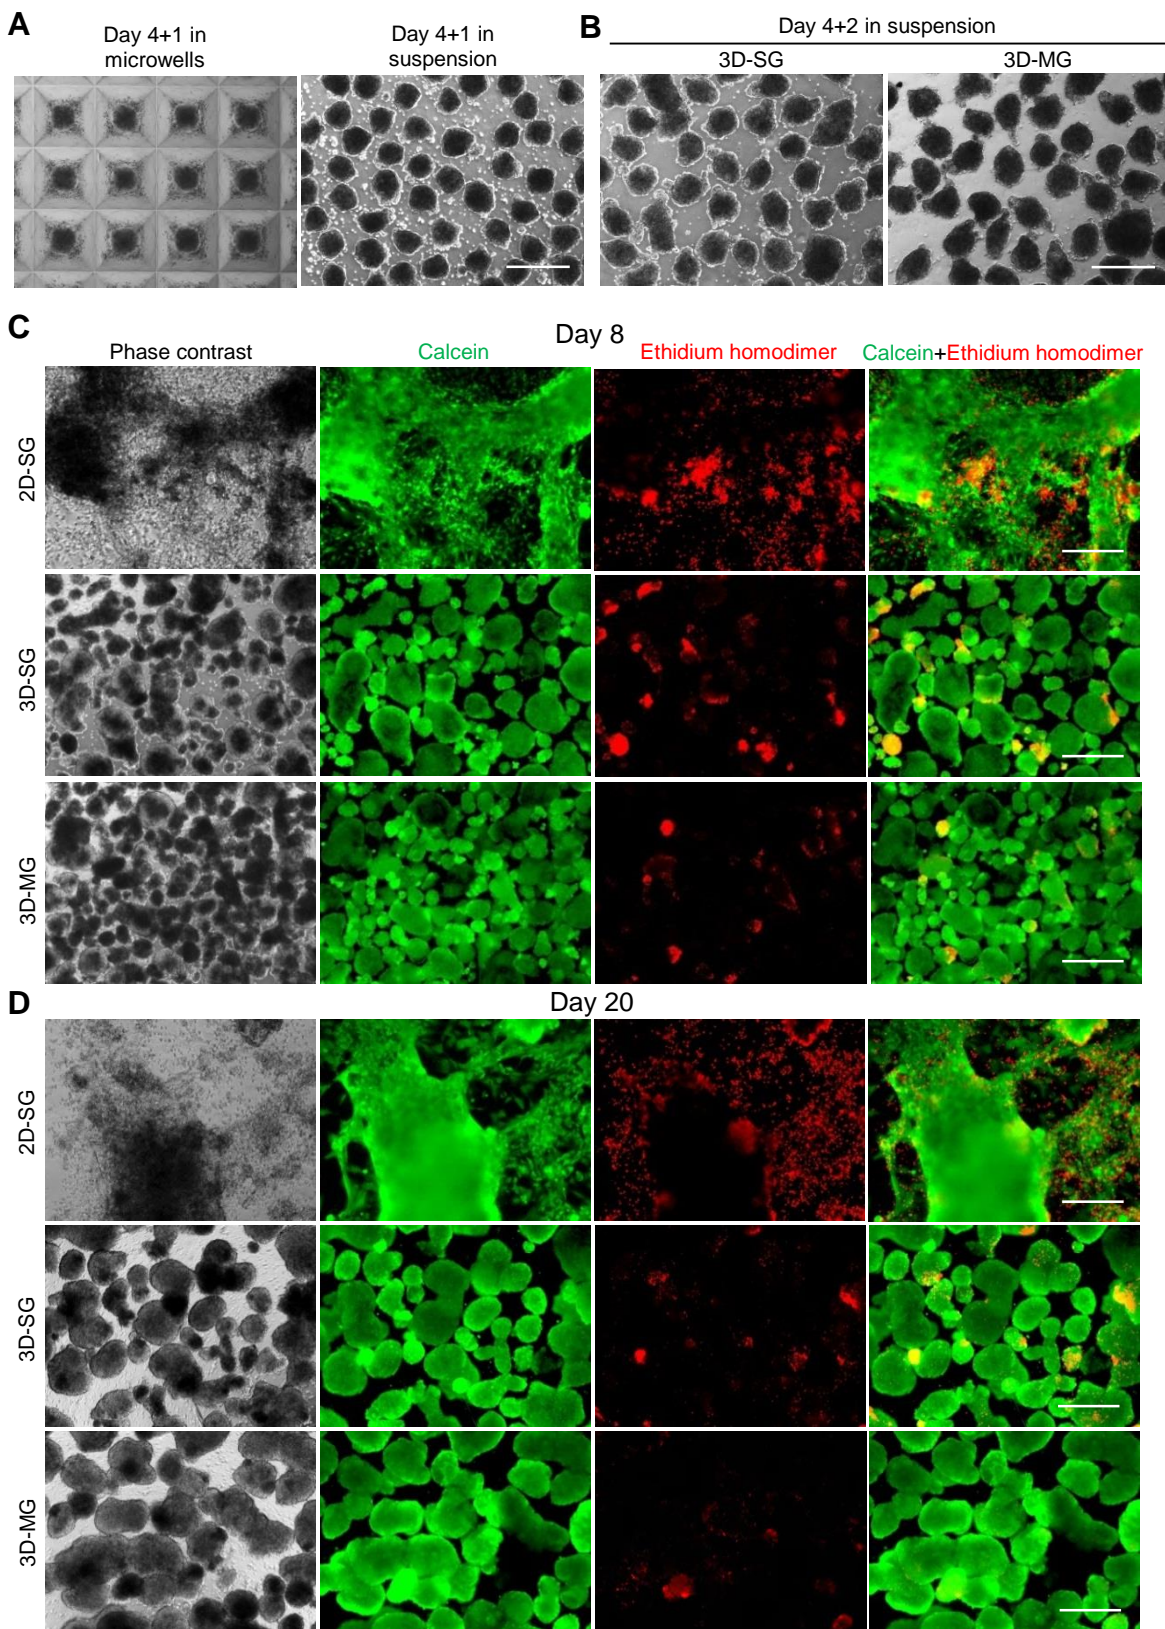

**Figure S3. Morphologies and viability of CM differentiation cultures.** (A) Formation of progenitor cardiac spheres in microwells of an AggreWell 400 plate. Approximately 1500 cells/microwell were seeded into an 8-well AggreWell 400 plate by plating  $1.8 \times 10^6$  to each well. The plate was gently centrifuged to capture the cells in the microwells. After 24 h, spheres were transferred to suspension cultures. Scale bar = 400  $\mu\text{m}$ . (B) Morphologies of progenitor cardiac spheres in suspension cultured under standard gravity (3D-SG) or microgravity (3D-MG). Live/Dead staining of intact cultures at day 8 (C) and day 20 (D) showing viable cells (green) and dead cells (red) detected by calcein and ethidium homodimer, respectively. Scale bar = 400  $\mu\text{m}$ .

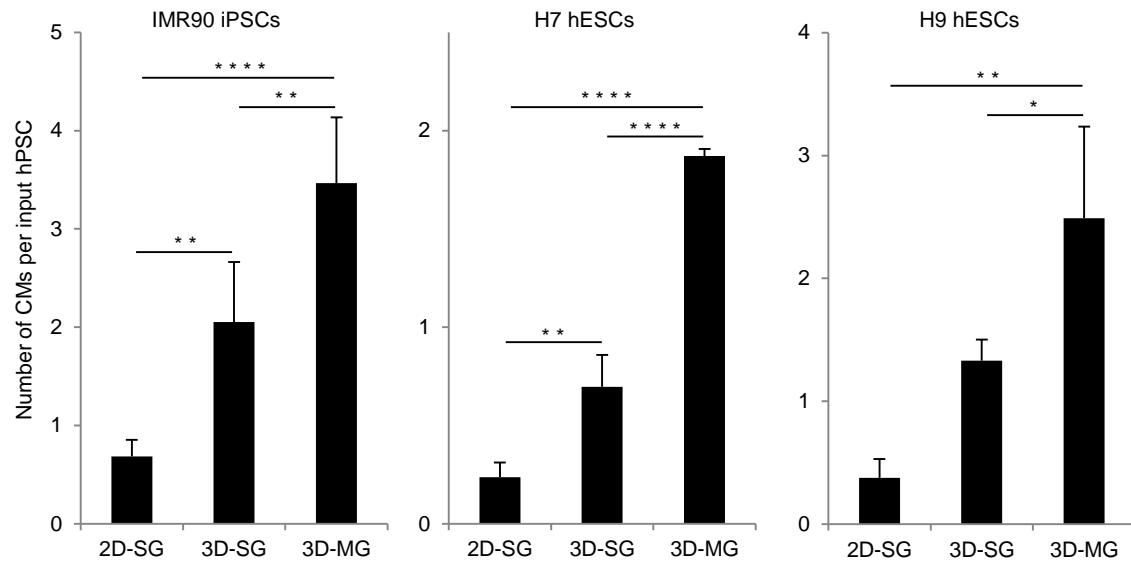

**Figure S4. Simulated microgravity and 3D culture increase CM yield.** Undifferentiated hPSCs were seeded at  $2 \times 10^5$  cells/cm<sup>2</sup> and induced for CM differentiation. At differentiation day 20, cultures derived from IMR90 iPSCs, H7 hESCs and H9 hESCs under 2D-SG, 3D-SG and 3D-MG conditions were analyzed for cell number, cell viability, and CM purity. For each culture, the number of viable CMs was calculated by multiplying the total number of cells, the percentage of live cells (EMA<sup>neg</sup> cells) and the percentage of live CMs ( $\alpha$ -actinin<sup>pos</sup> cells). Further, the number of CMs derived from one hPSC was calculated by dividing the number of viable CMs by the number of input hPSCs and presented as mean  $\pm$  STD.  $n = 5$  for IMR90 iPSCs;  $n = 3$  for H7 hESCs and H9 hESCs. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*\*,  $P < 0.0001$ .

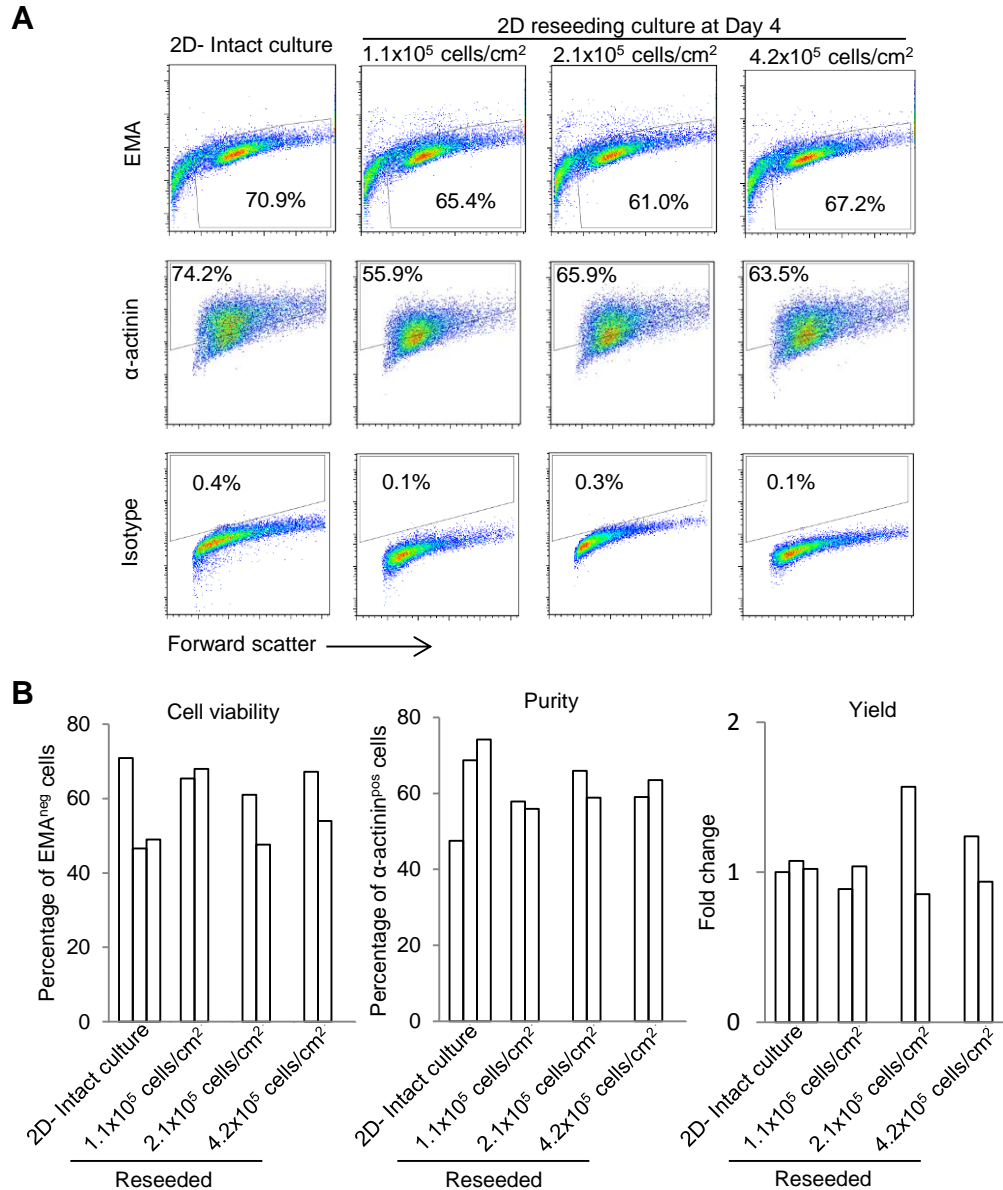

How the deposited data were processed for this re-analysis (not part of the article)

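RNA-seq libraries of day 8 cells from 3 cultures in 3D-SG and 3 cultures in 3D-MG were analysed. The authors mapped single-end reads of 101 nt to hg19, counted them on RefSeq genes with htseq-count, and deposited the raw count of every gene symbol in every library. They also deposited a normalized signal per gene, which is the raw count divided by a DESeq2 size factor per library. The paper's text does not state the strand option or the handling of reads with several matches, so genes that overlap on either strand, and near-identical paralogs, are uncertain. All 6 columns of each table were matched to a sample, and no column was left out. The numbers after SG and MG in the column names run from 1 to 3 and those in the sample titles from 2 to 4. The running number of the sample, from 1 to 6, decided the match, and the replicate numbers used here are those of the columns and of the source names. No pair of libraries was identical, and a chi-square of the counts of 2 libraries was between 3.90 and 30.6 per degree of freedom, where libraries made from one RNA pool would give values near 1.

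The raw counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr, which left 14453 of 23667 gene symbols, and library sizes were scaled by TMM. The 3 libraries of 3D-MG were compared with the 3 of 3D-SG by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. The threshold was the paper's adjusted p under 0.1. The main design held no covariate. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the test's F. Normalized counts in the text are the authors' values.

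The replicate numbers were checked for pairing. After subtraction of the group means, the correlation across genes between libraries of the same number was 0.126, 0.572 and 0.523, and between libraries of different numbers it was between -0.527 and -0.0219. With every pair above 0.1, and with the paper's statement that 3 independently derived cardiac progenitors were used, the numbers were taken to pair the libraries. Pair 1, at 0.126, is the least certain. By the chi-square per degree of freedom, 3D-SG replicate 1 was closer to 3D-MG replicate 2 (12.0) than to 3D-MG replicate 1 (15.1). Fits with the block and counts of pairs depend on this pairing. Fits with the replicate number as a block were run beside the main ones.

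Gene lists were tested with camera of limma on log2 counts scaled to library size with a prior count of 2 and an inter-gene correlation of 0.01, with adjustment over 11 lists that hold 111 genes. The lists were the proliferation and cell cycle genes and the pro-survival genes of the day 8 qRT-PCR, the cardiomyocyte genes of the day 20 qRT-PCR, the mesoderm and progenitor markers of the flow cytometry, and 7 lists that are not from the paper: hypoxia response, YAP/TAZ target, aryl hydrocarbon receptor target, p53 target, epithelial, epicardial and endothelial genes. Genes of Table S1 were left out of those 7 lists. Genes were named in the text by a rule: the genes the paper names from the RNA-seq, the genes of the day 8 qRT-PCR, the 5 largest rises and 5 largest falls among genes past the threshold whose groups were separated (there were none), members of the lists that passed the threshold, and genes of Table S1 whose call differed along with the leading gene of each of its lists. The main test, the lists, the rule and most alternatives were chosen before the data were examined. Any gene named outside the rule was chosen after its values were seen, and the text says so.

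Coordinates and overlaps came from GENCODE release 44 on GRCh37, with 20260 of the 23667 gene symbols matched (85.6%). GC content and transcript length were taken from the same transcripts.

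The tests were run first on simulated counts for 14453 genes with the means, library sizes and pairing of the real libraries, of which 200 genes were changed by a fold of 2. Each gene was drawn independently of the others, unlike genes that vary together in real cultures. At an adjusted p under 0.1, edgeR's quasi-likelihood test recovered 47.5% of the changed genes without the block, with 1 unchanged gene called, and 70.5% with the block, with 30 unchanged genes called. limma voom recovered 45.0% without and 71.0% with the block. DESeq2 recovered 64.5% without the block and 73.0% with it, with 17 and 42 unchanged genes called. With betaPrior it recovered 64.0% and, with the block, 71.5%, with 17 and 44 unchanged genes called. The likelihood ratio test of edgeR with the block recovered 83.5%, with 95 unchanged genes called. In simulated libraries with no changed gene, the numbers of genes called were 0 for edgeR's quasi-likelihood test and for limma voom, with and without the block, 48 for the likelihood ratio test with the block, 5 and 11 for DESeq2 without and with the block, and 4 and 10 for DESeq2 with betaPrior.

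The alternatives were DESeq2's size factors, total count or upper quartile in place of TMM, no filter or at least 10 counts in every library in place of filterByExpr, DESeq2 with and without betaPrior, limma voom, the replicate block in edgeR and in DESeq2 with betaPrior, an adjusted p under 0.05, and each library left out in turn. For the lists they were fry, camera with an estimated correlation, camera with the block, no filter, total count, and each library left out. Added after seeing the data were DESeq2's defaults, limma voom and the likelihood ratio test of edgeR, each with the block, and fry with the block. Reads were not realigned.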

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

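The tests of *CYP1A1* and those of exchanged labels in replicate 3 were chosen only after the results were seen. The groups hold 3 libraries each, and no test for a single far library was made in groups of that size. The results here are signals in genes that the paper does not discuss.

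The epithelial marker genes were lower in 3D-MG, with a median log2 fold change of -0.67 over 12 tested genes, 11 of them negative (adjusted p = 0.000738 from camera). None of the 12 genes passed the threshold when adjusted over the list alone, while 9 did so in edgeR with the replicate block. DESeq2 with betaPrior and the block called *KRT19* (-0.32, adjusted p = 0.0545) and *CLDN7* (-0.44, adjusted p = 0.0887), named after their values were seen. The fall was present in pairs 1 and 2, with medians of -1.22 and -0.96, and absent in pair 3, with a median of 0.10 and 10 of 12 genes higher. The median was -0.39 without 3D-SG replicate 2 and -0.44 without 3D-MG replicate 1. A correction for GC content and transcript length left a median of -0.66 (adjusted p = 0.00118), which argues against such a trend as the whole cause. Of the 10 splits of the 6 libraries into 3 and 3, 3 gave a p as small for this list, and with the block 2 of the 4 splits that part every pair did. In the split with the labels of pair 3 exchanged, the list's p was 4.2e-07. Exchanged labels of the replicate 3 libraries cannot be told apart from correct ones, because the values point both ways. The labels as given have more genes with an unadjusted p under 0.05 in edgeR with the block than those with pair 3 exchanged, 1682 against 1180, and more calls of DESeq2 with betaPrior and the block, 128 against 66, which argues for the labels as given. Of the 905 genes that changed by over 0.5 in the same direction in pairs 1 and 2, 49.4% had that direction in pair 3, where either answer would have moved the share away from 50%. The number of genes that changed by over 0.5 in one direction in all 3 pairs was 106 with the labels as given and 109 with those of pair 3 exchanged. Some genes changed by over 0.5 in the same direction in pairs 2 and 3. With the labels as given, 66.8% of 244 such genes had that direction in pair 1. With those of pair 3 exchanged, it was 73.6% of 220. A median of 0.10 in pair 3 by itself shows only the absence of a fall there. An exchange would only turn its sign and leave it far from -1.22 and -0.96, so exchanged labels would not account for the absent fall. The libraries of replicate 3 were the most alike of any, with a chi-square of 3.90 per degree of freedom. The next lowest value was 8.87. A second list of 17 tested epithelial genes, none of them on the other list and 1 in Table S1, had a median of -0.76 with 2 genes higher (adjusted p = 6.3e-05 over the 4 second lists from camera of limma, from an unadjusted p of 1.6e-05, with 0.261 unadjusted from fry with the block), and medians of -1.37, -0.75 and 0.09 in the pairs. This is consistent with a lower expression of epithelial genes in 2 of 3 pairs, from fewer epithelial cells or from lower expression per cell. Among the abundant genes of the list, named after their values were seen, *KRT19* fell from 13018 to 9834 normalized counts between 3D-SG and 3D-MG and was lower in 3 of 3 pairs, while *KRT8*, with 27737 and 27823, and *KRT18*, with 8835 and 8638, differed little. A loss of undifferentiated cells was tested with 6 pluripotency genes, whose median was -0.23 with 2 genes higher (adjusted p = 0.552 from camera of limma), so it cannot be told apart from no loss with so few genes. The effects of gravity and of the culture vessel were not separated by the design.

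The p53 target genes were lower in 3D-MG, with a median log2 fold change of -0.28 over 16 genes, 15 of them negative (adjusted p = 0.000279 from camera). *BTG2*, on chromosome 1 of GRCh37 from 203274619 to 203278730, was the only gene of the list to pass when adjusted over the list alone, with a log2 fold change of -0.44 (standard error 0.10, adjusted p = 0.0610 over the list alone and 0.908 over all genes from edgeR's quasi-likelihood test). It had 748 ± 88.3 (SD, n = 3) normalized counts in 3D-SG and 553 ± 30.2 (SD, n = 3) in 3D-MG, and was lower in 3 of 3 pairs. With the block, 10 genes passed when adjusted over the list alone. The medians of the list in the pairs were -0.26, -0.49 and -0.01, so pair 3 showed no fall. It was -0.10 without 3D-SG replicate 2 and -0.46 without 3D-SG replicate 3. The correction for GC content and length left a median of -0.25 (adjusted p = 0.000333). Of the 10 splits, 4 gave a p as small, and 2 of 4 with the block. A second list of 18 p53 target genes, none of them on the other list or in Table S1, had a median of -0.19 with 3 genes higher (adjusted p = 0.116 from camera of limma, from an unadjusted p of 0.0873, with 0.0108 unadjusted with the block and 0.285 from fry with the block). A lower activity of p53 as a whole may lie behind the fall, but the second list does not tell it apart from a chance fall of the genes on the other list, since its p was 0.0873 without the block and 0.0108 with it. *CDKN1A*, named after its values were seen, is in Table S1 and on neither list. It was lower in 3 of 3 pairs (log2 fold change -0.66, adjusted p = 0.908 over all genes from edgeR's quasi-likelihood test). DESeq2 with betaPrior and the block called it (-0.46, adjusted p = 0.0231).

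The hypoxia response genes were lower in 3D-MG, with a median log2 fold change of -0.37 over 14 tested genes, 12 of them negative (adjusted p = 0.00532 from camera). No gene passed when adjusted over the list alone, with or without the block. The medians in the pairs were -0.49, -0.25 and 0.10, and 10 of the 14 genes were higher in pair 3. The overall median was -0.19 without 3D-SG replicate 1 and -0.24 without 3D-MG replicate 2. After the correction for GC content and length the median was -0.31 (adjusted p = 0.00185). Of the 10 splits, 2 gave a p as small, and 2 of 4 with the block. In a second list of 17 tested genes, none of them on the other list and 1 in Table S1, the median was -0.10 with 5 genes higher (adjusted p = 0.0919 from camera of limma, from an unadjusted p of 0.0460, with 0.0611 unadjusted with the block and 0.403 from fry with the block). This is consistent with a small fall of the hypoxia response in pairs 1 and 2, where the second list had medians of -0.17 and -0.17 against 0.09 in pair 3. A better supply of oxygen in the gas-permeable disk is a possible explanation that the design confounds with gravity, and it was not tested.

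The aryl hydrocarbon receptor target genes were higher in 3D-MG, with a median log2 fold change of 0.19 over 5 tested genes, 4 of them positive (adjusted p = 0.0676 from camera, 0.104 after the correction for GC content and length). The median was -0.032 without 3D-SG replicate 2, 0.060 without 3D-MG replicate 3 and 0.44 without 3D-SG replicate 3. Of the 10 splits, 1 gave a p as small, which is the real split, and 1 of 4 with the block. *CYP1A1*, on chromosome 15 of GRCh37 from 75011883 to 75017877, had a log2 fold change of 1.87 (standard error 0.33, adjusted p = 0.00320 over the list alone and 0.908 over all genes from edgeR's quasi-likelihood test). Its normalized counts were 6.59 ± 1.75 (SD, n = 3) in 3D-SG and 24.3 ± 3.46 (SD, n = 3) in 3D-MG, higher in 3 of 3 pairs, and its log2 fold change stayed between 1.71 and 2.08 with each library left out. The lowest raw count in 3D-MG was 19 and the highest in 3D-SG was 8, although the libraries of 3D-MG had the lower median depth, which argues against depth. Reads shared with the paralog *CYP1A2* are argued against by its raw counts, at most 0 in 3D-MG and 2 in 3D-SG. The list without *CYP1A1* had a median of 0.11 over 4 genes, with an unadjusted p of 0.653 from camera of limma, so an activity of the receptor as a whole cannot be told apart from a change in few of its targets with so few genes. Genes of Table S1 were left off the list, so this test did not include *CYP1B1*. That gene was higher in 3 of 3 pairs, with a log2 fold change of 2.18. Its adjusted p over all genes from edgeR's quasi-likelihood test was 0.908, and 0.0829 with the block. With the block, 2 genes passed in edgeR when adjusted over the list alone, *CYP1A1* (adjusted p = 0.00398) and *TIPARP* (log2 fold change 0.26, adjusted p = 0.0865, higher in 3 of 3 pairs), the latter named after its values were seen. The counts of *CYP1A1* are low. The likelihood ratio test of edgeR with the block called it over all genes (1.87, adjusted p = 0.000855), DESeq2 with betaPrior and the block gave 0.19 and no adjusted p, and the vessel differs between the groups as gravity does.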

How the results depend on the processing

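Alternatives added after seeing the data are named as such, and all others were chosen before the data were examined.

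The counts of 0 up-regulated and 0 down-regulated genes, with 307 and 427 at an unadjusted p under 0.05, were also 0 and 0 with DESeq2's size factors, total count and upper quartile, without a filter, with at least 10 counts in every library, with limma voom, at an adjusted p under 0.05, and in the 6 fits that each left out one library (from 0 to 0, for Table S1 as well). At an unadjusted p under 0.05 these 6 fits had from 161 to 800 genes higher and from 169 to 1148 lower, fewest without 3D-MG replicate 1 and most without 3D-SG replicate 3. DESeq2 called 9 up and 10 down with its defaults and 9 and 9 with betaPrior, each with 10 genes of Table S1. Under the replicate block, edgeR called 1 and 1 (2 of Table S1) and DESeq2 with betaPrior 52 and 76 (58 of Table S1). Of the block fits added after seeing the data, DESeq2 with its defaults called 53 and 69 (59 of Table S1), limma voom 0 and 1 (1 of Table S1), and edgeR's likelihood ratio test 182 and 284 (60 of Table S1). The calls of DESeq2 with betaPrior and the block included 126 of the 466 calls of the likelihood ratio test and 120 of the 122 of DESeq2 with its defaults and the block. The cause of these differences was not tested. In the simulations the likelihood ratio test with the block also called the most unchanged genes, 95 with 200 changed genes and 48 with none. Up-regulated genes made up 40.6% of the calls of DESeq2 with betaPrior and the block, 43.4% with its defaults and the block, and 39.1% of those of the likelihood ratio test. No scaling moved the median log2 fold change of all genes beyond -0.02.

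Among the named genes, 216 values under other settings kept their direction and side of the threshold, 27 passed it, and 0 reversed. For *CYP1A1* 3 more, from DESeq2 with betaPrior (without and with the block) and with its defaults and the block, kept their direction and had no adjusted p. Of the values with one library left out, 112 were unchanged in this sense and 2 reversed, both of *PCNA*, which ranged from -0.022 to 0.28. All 27 were fits with the replicate block. The block changed no call of a list under camera, where the 6 lists called without it had an adjusted p between 4.8e-05 and 0.0311.

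The 6 lists called by camera were not called by fry or under the estimated correlation, at unchanged medians of 0.16 (proliferation), 0.16 (pro-survival), -0.37 (hypoxia), 0.19 (aryl hydrocarbon receptor), -0.28 (p53) and -0.67 (epithelial), nor by fry with the replicate block, added after seeing the data, at 0.16, 0.17, -0.37, 0.21, -0.26 and -0.68. The cause was not tested. Without a filter the aryl hydrocarbon receptor list was at 0.045 (adjusted p = 0.760), but 2 of its 7 genes were at or under 3 counts in every library, and without these the median was 0.19. The endothelial list, at -0.41 (adjusted p = 0.138) with the filter, was at -0.99 without it (adjusted p = 0.0497), and at -0.65 with 3 genes at or under 3 counts throughout 3D-MG set to the bound that 3 counts give. The cardiomyocyte list, at -0.13 with the filter, was at -0.31 without it (adjusted p = 0.120). Leaving out 1 gene at or under 3 counts in every library gave -0.19. The epicardial list, at 0.11 with the filter, was at 0.0049 without it (adjusted p = 0.279). The YAP/TAZ list, at 0.01, was at -0.0050 with total count.

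With one library left out, the proliferation list ranged from 0.074 to 0.27 and lost its call without 3D-SG replicate 3. The pro-survival list ranged from 0.12 to 0.18 and lost it without 3D-SG replicate 1 and without 3D-MG replicate 3. The aryl hydrocarbon receptor list ranged from -0.032 (without 3D-SG replicate 2) to 0.44 (without 3D-SG replicate 3), with an adjusted p of 0.0363 to 0.530. The YAP/TAZ list ranged from -0.041 (without 3D-SG replicate 3) to 0.084 (without 3D-SG replicate 2). The cardiomyocyte list ranged from -0.67 (without 3D-MG replicate 3) to -0.031 (without 3D-MG replicate 2) and passed the threshold without 3D-SG replicate 2 (-0.32, adjusted p = 0.00843) and without 3D-MG replicate 3 (adjusted p = 0.00447). The endothelial list ranged from -0.80 (without 3D-MG replicate 3) to -0.082 (without 3D-SG replicate 1) and passed it without 3D-SG replicates 2 and 3 and 3D-MG replicate 3. The hypoxia list (-0.49 to -0.19, the latter without 3D-SG replicate 1), the p53 list (-0.46 to -0.10, without 3D-SG replicates 3 and 2) and the epithelial list (-0.86 to -0.39, without 3D-SG replicates 3 and 2) kept their direction and an adjusted p under 0.1 in all 6 fits. The flow cytometry markers ranged from -0.80 (without 3D-MG replicate 3) to -0.06 (without 3D-MG replicate 1) and the epicardial list from 0.04 (without 3D-MG replicate 1) to 0.23 (without 3D-MG replicate 2), neither past the threshold. The cause of these changes was not tested, beyond the smaller number of libraries.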

Differences from the paper's values

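The numbers of alternatives given here are those set before the data were examined, unless an alternative is said to be added. The paper reports 53 up-regulated and 75 down-regulated genes, and edgeR's quasi-likelihood test without a block gave 0 and 0, with 307 and 427 at an unadjusted p under 0.05. DESeq2 with betaPrior and the replicate block gave 52 and 76, within the margin of the paper's values, which for counts and adjusted p-values is 1.5 times. Without the block this test gave 9 and 9. With the near-equal fold changes of Table S1 under the block, this argues that the paper's fit held the block. Of the other alternatives set before the data were examined, none gave counts within that margin. DESeq2 with its defaults and the replicate block, chosen after seeing the values, gave 53 and 69.

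The paper's adjusted p is 0.0018 for *LEPR*, 0.0228 for *HCN4*, 0.0216 for *HAND2* and 0.0154 for *LIFR*, and edgeR's quasi-likelihood test gave 0.908, 0.929, 0.909 and 0.925. DESeq2 with betaPrior and the replicate block gave 0.00204, 0.0248, 0.0240 and 0.0171, and none of the other alternatives set before the data were examined came within the margin. Chosen after seeing the values, DESeq2 with its defaults and the replicate block gave 0.00163, 0.0162, 0.0208 and 0.0135, and the likelihood ratio test of edgeR with the block gave 0.00228 for *LEPR* and 0.0163 for *LIFR* within the margin and 0.0141 for *HCN4* and 0.00310 for *HAND2* outside it, with all 4 genes past the threshold.

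For 3 genes of Table S1 the log2 fold change differed from the paper's by more than the margin used for fold changes, the SD between replicates of a difference between one library of each group (the square root of the summed variances of the log2 counts scaled to library size in both groups). This margin is wider than the standard error of the fitted fold change. The paper's value was 0.4419 for *LRRN4*, -0.5000 for *KLK6* and -0.5781 for *NKAIN4*, against 0.77, -0.98 and -1.97 in edgeR. DESeq2 with betaPrior, whose prior draws fold changes toward 0, gave 0.58, -0.55 and -0.36 without the block and 0.44, -0.50 and -0.58 with it, within the margin for all 3 genes. For *NKAIN4*, limma voom (-1.71) and edgeR with the block (-1.75) were also within it, as were DESeq2 with its defaults (-1.69), limma voom (-1.88) and the likelihood ratio test of edgeR (-1.71), each with the block and chosen after seeing the values. Some fits with one library left out came within the margin too: for *LRRN4* those without 3D-SG replicate 1 (0.70), 3D-SG replicate 2 (0.69) and 3D-MG replicate 1 (0.67), for *KLK6* that without 3D-SG replicate 2 (-0.72), and for *NKAIN4* those without 3D-SG replicate 2 (-1.04), 3D-MG replicate 1 (-1.87) and 3D-MG replicate 3 (-1.82). The remaining alternatives did not. The number of the 60 genes outside the margin, 3 in edgeR's main test, was 4 with total count and 4 with upper quartile. With one library left out it was lowest, at 1, without 3D-SG replicate 2. It was highest, at 9, without 3D-SG replicate 3 and also without 3D-MG replicate 2.

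The paper lists all 60 genes of Table S1 as significantly altered, and edgeR's quasi-likelihood test called 0 of them without the block and 2 with it. Settings that called some of them were DESeq2 with its defaults (10), DESeq2 with betaPrior (10) and DESeq2 with betaPrior and the replicate block (58), and, chosen after seeing the values, DESeq2 with its defaults and the block (59), limma voom with the block (1) and the likelihood ratio test of edgeR with the block (60).

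For the qRT-PCR at day 8, *PCNA* is the gene of 7 that the paper does not list as higher in 3D-MG than in 3D-SG, and it had the smallest log2 fold change of the 7 in the RNA-seq, 0.09. The other 6 genes, which the paper found higher in 3D-MG by qRT-PCR, had log2 fold changes between 0.11 and 0.30 in the RNA-seq, and none passed the threshold in edgeR's test. With one library left out, *AURKA* ranged from 0.025 (without 3D-MG replicate 2) to 0.24. *AURKB* ranged from 0.026 to 0.18 and *PLK1* from 0.074 to 0.24, both lowest without 3D-SG replicate 3. All 3 were highest without 3D-SG replicate 2. Of the pro-survival genes, the paper does not list HSP70 and HSP90 as higher in 3D-MG than in 3D-SG by qRT-PCR. In the RNA-seq *HSPA4* had a log2 fold change of 0.08 and *HSP90B1* one of 0.23.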

Other observations

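The tests of false calls with 3 pairs and of exchanged labels in replicate 3 were chosen only after the result was seen.

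The number of genes called was compared with that of other splits of the 6 libraries into 3 and 3. With edgeR and no block the real split has 0 calls, so that all 10 of the 10 splits have as many by construction and the count of calls says nothing. The number of genes with an unadjusted p under 0.05 reached the real 734 in 4 of the 10 splits. The splits with both libraries of replicate 2 on one side and both of replicate 3 on the other gave 253 and 42 calls, more than the 0 between 3D-MG and 3D-SG. Of the 4 splits that part every pair, 1 had as many calls as the real one with the block, the real split itself, both for the 2 calls of edgeR and for the 128 of DESeq2 with betaPrior. With DESeq2 the other splits gave 66 calls with the labels of pair 3 exchanged and 0 with those of pair 1 or pair 2 exchanged. With 4 splits the share cannot fall under 0.05, so a split made by chance and the real one cannot be told apart on these calls alone.

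Technical explanations for the 128 calls of DESeq2 with betaPrior and the block were tested one at a time. In 5 simulations of paired libraries with no changed gene, the same test made 7 to 19 calls. Each gene was simulated independently of the others, so false calls of genes that vary together between cultures are not covered. The real libraries gave 66 calls with the labels of pair 3 exchanged. The simulations therefore do not bound the false calls among the 128. With all libraries drawn down to 10545978 counts, 98 of the 128 genes were called again among 104 calls, which argues against depth. After a correction for GC content and transcript length, which differed in trend between the groups by at most 0.15 on the log2 scale, 91 of the 121 called genes with known values were called again among 117 calls. If the labels of replicate 1 had been exchanged, genes that moved by over 0.5 in the same direction in pairs 2 and 3 would have moved the other way in pair 1, and 66.8% of 244 such genes moved the same way. For pair 2 the value was 69.0% of 226 genes, and for pair 3 49.4% of 905. With the labels of pair 3 exchanged, the value for pair 1 was 73.6% of 220 genes.

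The list tests gave a p as small in 3 of the 10 splits for the proliferation genes, 1 for the pro-survival genes, 8 for the cardiomyocyte genes, 6 for the flow cytometry markers, 9 for the YAP/TAZ targets, 5 for the epicardial genes and 5 for the endothelial genes. With the block, among the 4 splits that part every pair, it was 1, 1, 4, 2, 4, 2 and 3. The real split had 6 of 11 lists past the threshold, and the others had between 0 and 7. The split with 7 was that with the labels of pair 3 exchanged.

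The lists not called were the cardiomyocyte genes, with a median log2 fold change of -0.13 over 10 tested genes, 2 of them positive (adjusted p = 0.264 from camera), the mesoderm and progenitor markers, at -0.43 over 5 genes, 2 positive (adjusted p = 0.632), the YAP/TAZ targets, at 0.01 over 14 genes, 7 positive (adjusted p = 0.557), the epicardial genes, at 0.11 over 6 genes, 3 positive (adjusted p = 0.259), and the endothelial genes, at -0.41 over 8 genes, 2 positive (adjusted p = 0.138). With one library left out these medians ranged from -0.67 (without 3D-MG replicate 3) to -0.031 (without 3D-MG replicate 2), from -0.80 (without 3D-MG replicate 3) to -0.060 (without 3D-MG replicate 1), from -0.041 (without 3D-SG replicate 3) to 0.084 (without 3D-SG replicate 2), from 0.035 (without 3D-MG replicate 1) to 0.23 (without 3D-MG replicate 2) and from -0.80 (without 3D-MG replicate 3) to -0.082 (without 3D-SG replicate 1). Among the markers, the log2 fold changes were 0.34 for *KDR*, 0.08 for *PDGFRA*, -0.51 for *ANPEP*, -0.43 for *ISL1* and -1.16 for *NKX2-5*, and -0.07 for *SIRPA*. *KDR* was higher in 3 of 3 pairs and was called by DESeq2 with betaPrior and the block (shrunken log2 fold change 0.29, adjusted p = 0.0724). *PDGFRA* was higher in 2 of 3 pairs, *ANPEP* (CD13), *ISL1* and *SIRPA* in 1 of 3, and *NKX2-5* in 0 of 3, and none of these was called. By flow cytometry the paper reports CD13 and ISL1 protein as higher in 3D-MG at day 8. The RNA of both genes went the other way here, although RNA and protein are unlike measures. These markers are named whether or not they passed, after their values were seen.

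Cultures differed in cardiac genes more than the groups did. *MYH6*, named after its values were seen, had 6913, 74.4 and 5845 normalized counts in replicates 1, 2 and 3 of 3D-SG and 46.9, 92.6 and 5840 in those of 3D-MG. *NKX2-5* had 222, 22.4 and 165 in 3D-SG and 23.5, 19.5 and 140 in 3D-MG. Reads of *MYH6* can match its paralog *MYH7*, whose mean was 32.9 normalized counts in 3D-SG and 14.3 in 3D-MG. No explanation for these differences was tested.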
